# Targeting miR‐34a/*Pdgfra* interactions partially corrects alveologenesis in experimental bronchopulmonary dysplasia

**DOI:** 10.15252/emmm.201809448

**Published:** 2019-02-15

**Authors:** Jordi Ruiz‐Camp, Jennifer Quantius, Ettore Lignelli, Philipp F Arndt, Francesco Palumbo, Claudio Nardiello, David E Surate Solaligue, Elpidoforos Sakkas, Ivana Mižíková, José Alberto Rodríguez‐Castillo, István Vadász, William D Richardson, Katrin Ahlbrecht, Susanne Herold, Werner Seeger, Rory E Morty

**Keywords:** bronchopulmonary dysplasia, hyperoxia, lung development, miR‐34a, platelet‐derived growth factor, Respiratory System

## Abstract

Bronchopulmonary dysplasia (BPD) is a common complication of preterm birth characterized by arrested lung alveolarization, which generates lungs that are incompetent for effective gas exchange. We report here deregulated expression of miR‐34a in a hyperoxia‐based mouse model of BPD, where miR‐34a expression was markedly increased in platelet‐derived growth factor receptor (PDGFR)α‐expressing myofibroblasts, a cell type critical for proper lung alveolarization. Global deletion of miR‐34a; and inducible, conditional deletion of miR‐34a in PDGFRα^+^ cells afforded partial protection to the developing lung against hyperoxia‐induced perturbations to lung architecture. *Pdgfra* mRNA was identified as the relevant miR‐34a target, and using a target site blocker *in vivo*, the miR‐34a/*Pdgfra* interaction was validated as a causal actor in arrested lung development. An antimiR directed against miR‐34a partially restored PDGFRα^+^ myofibroblast abundance and improved lung alveolarization in newborn mice in an experimental BPD model. We present here the first identification of a pathology‐relevant microRNA/mRNA target interaction in aberrant lung alveolarization and highlight the translational potential of targeting the miR‐34a/*Pdgfra* interaction to manage arrested lung development associated with preterm birth.

## Introduction

Bronchopulmonary dysplasia (BPD), a serious complication of preterm birth (Jobe, 2016), is characterized by arrested alveolarization of lungs of infants, arising from oxygen toxicity and mechanical injury during oxygen supplementation to manage respiratory failure. How these insults impair lung alveolarization is unclear (Surate Solaligue *et al*, 2017; Morty, 2018).

Lung development includes progressive subdivision of airspaces to expand alveoli number, thereby increasing gas‐exchange surface area; and progressive thinning of septa to minimize gas diffusion distance (Pozarska *et al*, 2017). Alveolar myofibroblasts, which express αSMA, facilitate alveolarization (Vaccaro & Brody, 1978; Morrisey & Hogan, 2010; Hogan *et al*, 2014) by generating elastin cables that drive formation of secondary septa, which divide existing airspaces by squeezing the pre‐existing alveoli with an elastin net, or pulling septal invaginations into airspaces (Branchfield *et al*, 2016). Myofibroblasts localize to alveolar entry rings during alveolarization (McGowan *et al*, 2008; Ntokou *et al*, 2015), exhibit phenotypic plasticity (Endale *et al*, 2017; McGowan & McCoy, 2017) and are marked by platelet‐derived growth factor (PDGF) receptor (PDGFR)α, a mediator of normal (Boström *et al*, 1996, 2002; Gouveia *et al*, 2018) and aberrant (Oak *et al*, 2017) alveologenesis. Reduced levels of PDGFRα have also been noted in mesenchymal cells from human neonates that develop BPD (Popova *et al*, 2014).

How myofibroblast function is disturbed during aberrant alveolarization is not known, but a role for microRNA has been proposed, since deregulation of microRNA has been noted in clinical and experimental BPD (Nardiello & Morty, 2016), although no study has validated a causal role for any microRNA/mRNA interaction in alveolarization or BPD. We report here that the miR‐34a/*Pdgfra* interaction is disease relevant, and can be therapeutically targeted to partially restore lung alveolarization under pathological conditions. These data highlight a new mediator, and druggable target, in arrested alveolarization associated with preterm birth.

## Results and Discussion

### miR‐34a is the most deregulated lung microRNA species in experimental BPD

BPD is modeled by exposure of newborn mice to hyperoxia (Nardiello *et al*, 2017a,b). Changes in microRNA expression during hyperoxia (85% O_2_) exposure were detected by microarray (GEO accession number GSE89666). The steady‐state levels of 10 and four microRNA species, respectively, were deregulated at post‐natal day (P)5 and P14 (Fig 1A). These time‐points represent the peak and near‐completion phases, respectively, of bulk secondary septation in normally developing lungs (Morrisey & Hogan, 2010; Warburton *et al*, 2010). Levels of miR‐34a‐5p were the most consistently and appreciably increased of all microRNA species, implicating miR‐34a‐5p as a candidate mediator of arrested alveolarization. Independent validation by real‐time RT–PCR revealed that miR‐34a‐5p levels were increased at P3, P5, and P14 in hyperoxia‐exposed lungs (Fig 1B), with little or no impact on miR‐34b‐5p or miR‐34c‐5p (Fig 1B), or miR‐34a‐3p, miR‐34b‐3p, or miR‐34c‐3p (Fig 1C) levels noted. Levels of miR‐34a‐5p were consistently elevated over the P3‐P14 hyperoxia‐exposure time‐course, in comparison with normoxia (21% O_2_)‐exposed lungs that exhibited normal alveolarization (Fig 1B). Together, these data highlight miR‐34a‐5p as a candidate mediator of arrested alveolarization.

**Figure 1:**
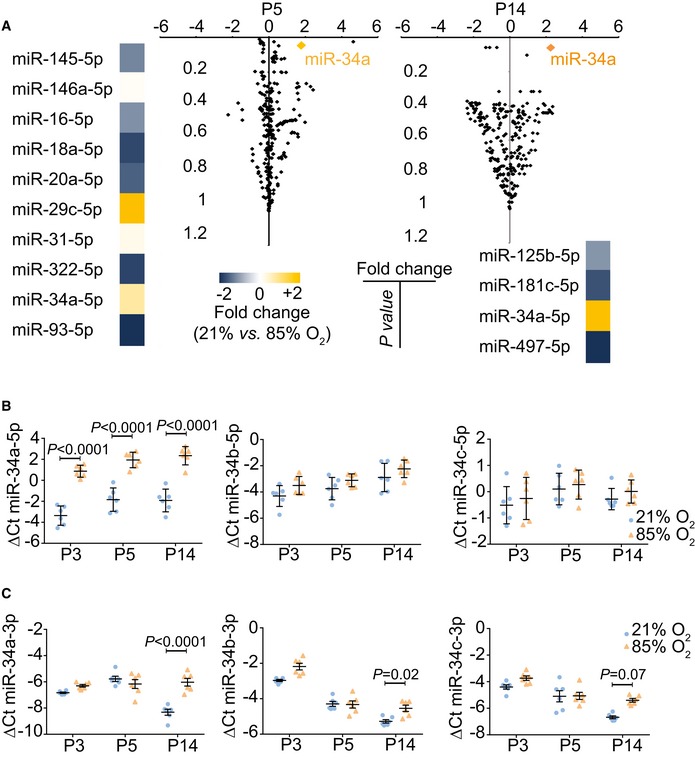
miR‐34a is the most impacted microRNA species in developing mouse lungs after hyperoxia exposure AMicroarray analysis of microRNA expression changes in newborn mouse lungs exposed to 21% O_2_ versus 85% O_2_, at post‐natal day (P)5 and P14. Microarray data are available at the GEO database under accession number GSE89666.BQuantitative RT–PCR detection of microRNA‐34a/b/c‐5p family members in the lung over the course of normal (21% O_2_) and aberrant (85% O_2_) alveolarization.CQuantitative RT–PCR detection of microRNA‐34a/b/c‐3p family members in the lung over the course of normal (21% O_2_) and aberrant (85% O_2_) alveolarization.Data information: For (A), a Welch's approximate *t*‐test was employed to determine *P* values (*n* = 4 animals for each experimental group), which were corrected using the algorithm of Benjamini and Hochberg, as described in the Materials and Methods under the heading “Power and statistical analyses”. For (B) and (C), data represent mean ± SD (*n* = 6 animals for each experimental group). *P* values were determined by one‐way ANOVA with Tukey's *post hoc* modification, and all *P* values < 0.05 for 21% O_2_ versus 85% O_2_ comparisons at each developmental stage (P3, P15, and P14) are indicated.

### Global loss of miR‐34a partially restores lung alveolarization in experimental BPD

Consistent with the arrested alveolarization that forms the hallmark of the BPD animal model, a 71% decrease in total alveoli number (Fig 2A and B; Appendix Table S1) and 10% increase in mean septal thickness (Fig 2A and C; Appendix Table S1) were noted in hyperoxia‐exposed wild‐type mouse lungs at P14, mimicking perturbations to lung structure noted in clinical BPD cases (Jobe, 2016; Nardiello *et al*, 2017b). Ablation of miR‐34a (miR‐34a^−/−^ mice) partially protected against the impact of hyperoxia on alveolarization (Fig 2A; Appendix Table S1), with alveoli numbers increased by 47% (Fig 2B); and septal thickness decreased to even thinner than that noted in healthy mice (Fig 2C), compared to wild‐type hyperoxia‐exposed controls. No compensatory increase in miR‐34b or miR‐34c levels was noted in miR‐34a^−/−^ mice (Appendix Fig S1A). In contrast, dual ablation of miR‐34b/miR‐34c (miR‐34bc^−/−^ mice), without a compensatory increase in miR‐34a levels (Appendix Fig S1B), did not impact alveoli number during hyperoxia‐driven arrest of alveolarization (Fig 2D and E; Appendix Table S2). However, protection against hyperoxia‐driven septal thickening in miR‐34bc^−/−^ mice was noted (Fig 2F), perhaps related to the increased levels of the 3p strands of miR‐34b and miR‐34c in the lungs of hyperoxia‐exposed mice (Appendix Fig S1B). These data implicate miR‐34a as mediator of arrested alveolarization associated with hyperoxia, an idea reinforced by detection of miR‐34a expression with a *lacZ*‐tagged miR‐34a gene‐trap in the septa of developing lungs, with increased β‐galactosidase staining evident after hyperoxia exposure (Fig 2G; Appendix Fig S2).

**Figure 2:**
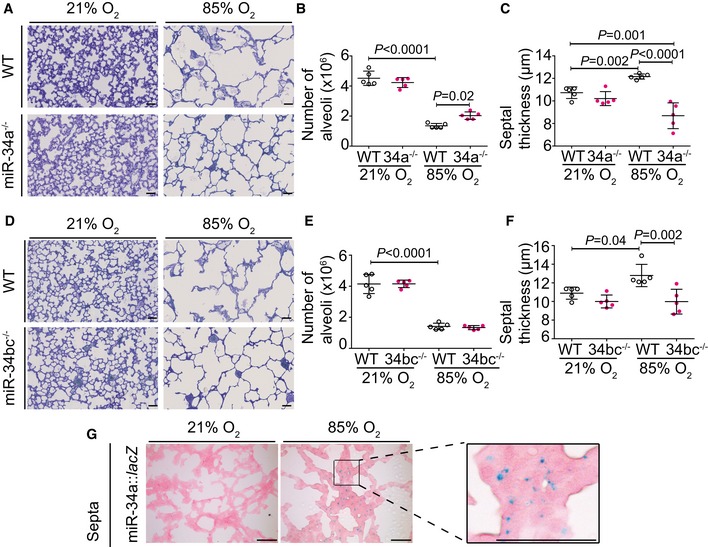
miR‐34a‐5p functionally contributes to arrested lung alveolarization in response to hyperoxia AQualitative analysis of lung structure in Richardson‐stained plastic‐embedded lung sections from wild‐type (WT) and miR‐34a^−/−^ mice during normal and aberrant alveolarization (scale bar, 50 μm).BQuantification of total number of alveoli by design‐based stereology in wild‐type (WT) and miR‐34a^−/−^ mice (34a^−/−^) during normal and aberrant alveolarization.CQuantification of mean septal thickness by design‐based stereology in wild‐type (WT) and miR‐34a^−/−^ mice (34a^−/−^) during normal and aberrant alveolarization.DQualitative analysis of lung structure in Richardson‐stained plastic‐embedded lung sections from wild‐type (WT) and miR‐34bc^−/−^ mice during normal and aberrant alveolarization (scale bar, 50 μm).EQuantification of total number of alveoli by design‐based stereology in wild‐type (WT) and miR‐34bc^−/−^ mice (34bc^−/−^) during normal and aberrant alveolarization.FQuantification of mean septal thickness by design‐based stereology in wild‐type (WT) and miR‐34bc^−/−^ mice (34bc^−/−^) during normal and aberrant alveolarization.GLocalization of miR‐34a expression by β‐galactosidase activity staining in the developing lungs of P14 miR‐34a::*lacZ* ^+/+^ mice that were undergoing normal or aberrant alveolarization (scale bar, 50 μm; larger and some additional images are presented in Appendix Fig S2).Data information: Qualitative data (A, D, G) illustrated from one experiment are representative of the trend observed in four other (A, D) or two other (G) experiments. For all quantitative data sets (B, C, E, F), five animals for each experimental group are illustrated, with each data point representing an individual animal, where data represent mean ± SD. *P* values for selected comparisons were determined by one‐way ANOVA with Tukey's *post hoc* modification.

### miR‐34a in PDGFRα^+^ cells contributes to aberrant lung alveolarization

An *in silico* analysis identified two miR‐34a‐binding sites in the *Pdgfra* 3′‐UTR (Fig 3A) (Silber *et al*, 2012; Garofalo *et al*, 2013). The PDGF‐AA ligand and PDGFRα are key mediators of alveolarization (Boström *et al*, 1996, 2002), and reduced PDGFRα levels in mesenchymal cells are reported in human neonates that develop BPD (Popova *et al*, 2014). A synthetic miR‐34a mimic reduced PDGFRα protein levels *in vitro* in MLg cells, a mouse lung fibroblast cell line, suggesting that a miR‐34a/*Pdgfra* interaction occurs in mouse lung fibroblasts (Fig 3B), where increased miR‐34 family microRNA transcripts (Fig 3C) and reduced *Pdgfra* mRNA transcripts (Appendix Fig S3) were noted in hyperoxia‐exposed MLg cells. To explore this idea *in vivo*, exposure of newborn mice to hyperoxia (85% O_2_) reduced lung PDGFRα protein levels at P5 (Fig 3D), which is the peak phase of bulk alveolarization (Morrisey & Hogan, 2010; Warburton *et al*, 2010). Treatment of MLg cells *in vitro* with antimiR‐34a, which neutralizes miR‐34a, partially protected steady‐state PDGFRα protein levels against the impact of hyperoxia exposure, while an inert (“scrambled”) antimiR did not (Fig 3E). These data support the contention that hyperoxia‐driven elevations in miR‐34a levels negatively regulated PDGFRα abundance. PDGFRα^+^ cells were isolated from P5 mouse lungs by FACS (Appendix Fig S4A), where *in vivo* hyperoxia exposure had driven a dramatic increase in miR‐34a levels in PDGFRα^+^ cells (Fig 3F, Appendix Fig S5), accompanied by reduced *Pdgfra* (Appendix Fig S4B) and *Acta2* (Appendix Fig S4C) mRNA levels. The magnitude of the impact of hyperoxia on miR‐34a levels in PDGFRα^+^ cells was considerably larger than that observed in lung homogenates, highlighting the PDGFRα^+^ cell as being particularly susceptible to hyperoxia‐driven effects on miR‐34a during alveologenesis.

**Figure 3:**
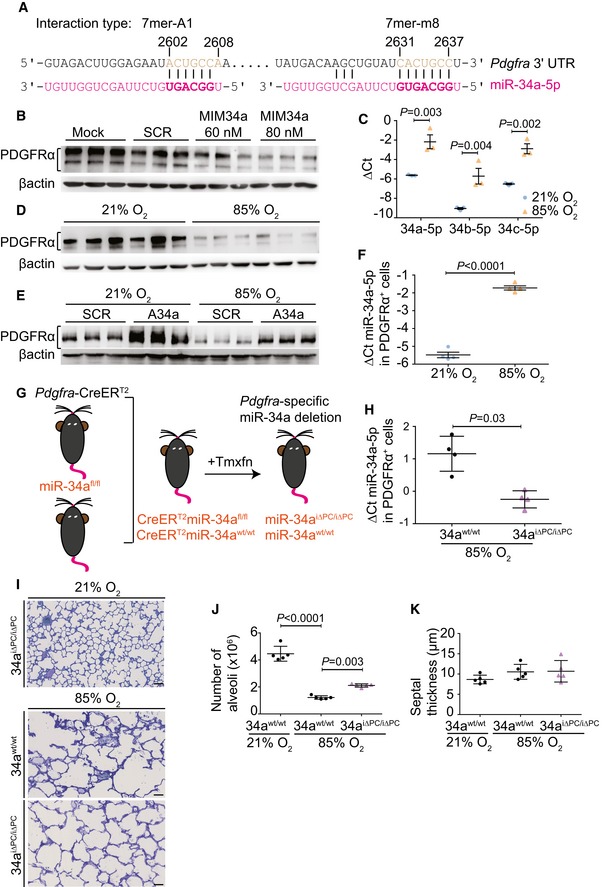
miR‐34a‐5p acts in PDGFRα^+^ cells to block lung alveolarization A
*In silico* identification of miR‐34a binding sites in the *Pdgfra* 3′‐UTR.BImmunoblot detection of PDGFRα levels in MLg cells after treatment with scrambled microRNA (SCR) or a miR‐34a (MIM34a) mimic (*n* = 3 separate cell cultures for each group).CQuantitative RT–PCR detection of miR‐34a/b/c‐5p levels in MLg cells *in vitro*, maintained under 21% O_2_ or 85% O_2_ (*n* = 3 separate cell cultures for each group).DImmunoblot detection of PDGFRα levels in the lungs of mouse pups (*n* = 6 animals for each group) at post‐natal day (P)5, during normal (21% O_2_) and aberrant (85% O_2_) alveolarization.EImmunoblot detection of PDGFRα levels in MLg cells *in vitro*, maintained under 21% O_2_ or 85% O_2_, where cells had been transfected wither with a scrambled (SCR) antimiR, or an antimiR directed against miR‐34a (A34a) (*n* = 3 separate cell cultures for each group).FQuantitative RT–PCR detection of miR‐34a‐5p levels in PDGFRα^+^ cells, sorted by FACS from the lungs of mouse pups (*n* = 4 animals for each group; data from an independent repetition are provided in Appendix Fig S5) at P5, maintained under 21% O_2_ or 85% O_2_ from birth.GSchematic illustration of the generation of a conditional, inducible deletion‐ready mouse strain, where administration of tamoxifen (Tmxfn) abrogated miR‐34a expression in *Pdgfra*‐expressing cells (denoted miR‐34a^iΔPC/iΔPC^).HQuantitative RT–PCR detection of miR‐34a‐5p levels in PDGFRα^+^ cells, sorted by FACS from the lungs of either wild‐type (34a^wt/wt^) mouse pups, or mouse pups in which miR‐34a expression in *Pdgfra*‐expressing cells (34a^iΔPC/iΔPC^) at P5 (*n* = 4 animals for each group).IQualitative analysis of lung structure in Richardson‐stained plastic‐embedded lung sections from 34a^wt/wt^ or 34a^iΔPC/iΔPC^ mouse pups at P14 during aberrant (85% O_2_) alveolarization, compared with 34a^iΔPC/iΔPC^ during normal (21% O_2_) alveolarization (scale bar, 50 μm). Data are representative of observations made in four other experiments.JQuantification of total number of alveoli by design‐based stereology in 34a^wt/wt^ or 34a^iΔPC/iΔPC^ mouse pups at P14, during normal and aberrant alveolarization (*n* = 5 animals for each group).KQuantification of mean septal thickness by design‐based stereology in 34a^wt/wt^ or 34a^iΔPC/iΔPC^ mouse pups at P14, during normal and aberrant alveolarization (*n* = 5 animals for each group).Data information: For immunoblots (B, D, E), protein loading equivalence was controlled by βactin levels. (C, F, H, J, K) Data represent mean ± SD. In (C, F, and H), *P* values for pair‐wise comparisons were calculated by unpaired Student's *t*‐test. In (J and K), *P* values for selected comparisons were calculated by one‐way ANOVA with Tukey's *post hoc* modification.Source data are available online for this figure.

To address miR‐34a function in PDGFRα^+^ cells, a mouse strain carrying a conditional, tamoxifen‐inducible deletion of miR‐34a in *Pdgfra*‐expressing cells was generated (denoted miR‐34a^iΔPC/iΔPC^; Fig 3G) and was validated by demonstrating reduced miR‐34a expression in PDGFRα^+^ cells (Fig 3H). Ablation of miR‐34a in PDGFRα^+^ cells protected against hyperoxia‐driven arrest of alveolarization (Fig 3I; Appendix Table S3), where approximately double the number of alveoli was noted in hyperoxia‐exposed mice in which miR‐34a expression was blocked in PDGFRα^+^ cells (Fig 3J). Ablation of miR‐34a expression in PDGFRα^+^ cells did not impact hyperoxia‐provoked perturbations to septal thickness (Fig 3K), which we attribute to the tamoxifen solvent, Miglyol, a complex fatty acid‐derivative mixture, which we propose limited the impact of hyperoxia on septal thickening analogous to that reported for chemically related cottonseed oil (Nardiello *et al*, 2017b), since Miglyol alone is known to attenuate normal lung development (Fehl *et al*, 2019). Alternatively, it may be epithelial miR‐34a that regulates septal thickening, since miR‐34a regulates lung epithelial cell (notably, type II pneumocyte) apoptosis (Syed *et al*, 2017) in experimental BPD. These data validate a role for miR‐34a in PDGFRα^+^ cells in mediating the inhibitory effects of hyperoxia on alveolarization.

### The miR‐34a/*Pdfgra* interaction plays a causal role in aberrant lung alveolarization

MicroRNA/mRNA interactions can be interrupted using target site blocker (TSB) technology. We employed two synthetic TSBs (TSB1 and TSB2) to protect both of the miR‐34a‐binding sites in the *Pdgfra* 3′‐UTR (Fig 4A). Both TSBs protected PDGFRα expression from miR‐34a regulation in MLg cells *in vitro* (upper panels, Fig 4B and C). Both TSBs exhibited specificity for the miR‐34a/*Pdgfra* interaction, since neither TSB interfered with the impact of a synthetic miR‐34a mimic on levels of c‐Kit (middle panel, Fig 4B), a validated miR‐34a target (Siemens *et al*, 2013), or of SIRT1 (middle panel, Fig 4C), another validated miR‐34a target (Yamakuchi *et al*, 2008). A TSB cocktail of an equimolar TSB1:TSB2 mixture effectively protected PDGFRα expression from miR‐34a regulation in MLg cells (Appendix Fig S6). *In vivo*, TSBs afforded some protection against the impact of hyperoxia on lung alveolarization in experimental BPD (Fig 4D; Appendix Table S4), where increased alveoli number (Fig 4E) and decreased mean septal thickness (Fig 4F) were noted. Application of the TSB1,2 cocktail increased the abundance of both PDGFRα^+^ cells (Fig 4G; Appendix Fig S7) and PDGFRα^+^/αSMA^+^ myofibroblasts (Fig 4H) in hyperoxia‐exposed mouse lungs. These data validate a causal role for the miR‐34a/*Pdgfra* interaction in arrested lung development provoked by hyperoxia, most likely through partial restoration of PDGFRα^+^/SMA^+^ myofibroblasts.

**Figure 4:**
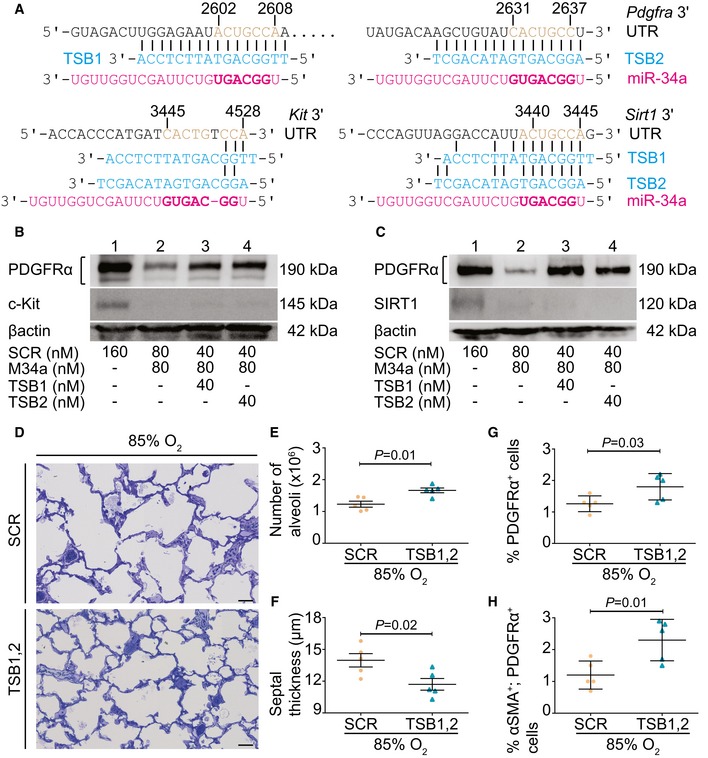
Disrupting the miR‐34a/*Pdgfra* interaction restores myofibroblast abundance and limits hyperoxic damage to the developing alveolar architecture in mouse lungs AGeneration of two target site blocker (TSB) locked nucleic acid sequences: TSB1 and TSB2 (in blue), for the disruption of the miR‐34a/*Pdgfra* interaction, indicating binding sites in the *Pdgfra* 3′‐UTR, *Kit* 3′‐UTR, and the *Sirt1* 3′‐UTR (in black), alongside the miR‐34a sequence (in red). The miR‐34a seed sequence, and the seed‐sequence binding site in the target mRNA 3′‐UTR are indicated in bold, and brown, respectively.BEvaluation of the specificity of TSB1 and TSB2 in MLg cells using scrambled miR (SCR) and miR‐34a (MIM34a) mimics, and probing for PDGFRα and c‐Kit as TSB‐dependent and TSB‐independent target readouts, respectively. Protein loading equivalence was controlled by βactin levels. Note: PDGFRα, βactin, and c‐Kit were all probed on the same membrane; hence, a single βactin immunoblot is presented. Data are representative of three experiments.CEvaluation of the specificity of TSB1 and TSB2 in MLg cells using scrambled miR (SCR) and miR‐34a (MIM34a) mimics, and probing for PDGFRα and SIRT1 as TSB‐dependent and TSB‐independent target readouts, respectively. Protein loading equivalence was controlled by βactin levels. Note: PDGFRα, βactin, and SIRT1 were all probed on the same membrane; hence, a single βactin immunoblot is presented. Data are representative of three experiments.DQualitative analysis of lung structure in Richardson‐stained plastic‐embedded lung sections from wild‐type mouse pups at post‐natal day (P)14, treated with either scrambled target site blocker (SCR) or a cocktail of both target site blockers (TSB1 and TSB2) during normal (21% O_2_) and aberrant (85% O_2_) alveolarization (scale bar, 50 μm). Data are representative of three or more experiments.EQuantification of total number of alveoli by design‐based stereology in wild‐type mouse pups at P14, treated with scrambled target site blocker (SCR) or the TSB1,2 cocktail during aberrant alveolarization (*n* = 5 animals for each group).FQuantification of mean septal thickness by design‐based stereology in wild‐type mouse pups at P14, treated with scrambled target site blocker (SCR) or the TSB1,2 cocktail during aberrant alveolarization (*n* = 5 animals for each group).GQuantitative analysis of PDGFRα^+^ cells by flow cytometry, in lungs from wild‐type mouse pups at P5, treated with scrambled target site blocker (SCR) or the TSB1,2 cocktail during aberrant alveolarization (*n* = 5 animals for each group).HQuantitative analysis of PDGFRα^+^/αSMA^+^ cells by flow cytometry, in lungs from wild‐type mouse pups at P5, treated with scrambled target site blocker (SCR) or the TSB1,2 cocktail during aberrant alveolarization (*n* = 5 animals for each group).Data information: Data represent mean ± SD. *P* values were calculated by unpaired Student's *t*‐test. Source data are available online for this figure.

MicroRNA function may be modulated *in vivo* using locked nucleic acid (LNA) antimiRs (Patrick *et al*, 2010). We theorized that dampening functional miR‐34a levels in experimental BPD would improve alveolarization; therefore, an antimiR directed against miR‐34a was applied therapeutically (concomitantly with hyperoxia exposure; Fig 5A), which decreased functional miR‐34a levels in mouse lungs by P5 (Appendix Fig S8A), with no impact on miR‐34b, and a moderate impact on miR‐34c (Appendix Fig S8B and C). The effect of antimiR‐34a on miR‐34a was maintained up to P14 (Fig 5B). AntimiR‐34a protected alveolarization from hyperoxia (Fig 5C; Appendix Table S5), increasing alveoli number by 40% (Fig 5D), and normalizing septal thickness (Fig 5E). Flow cytometric quantification of PDGFRα^+^ cells and PDGFRα^+^/αSMA^+^ myofibroblasts (analysis described in Appendix Fig S9A,B), revealed that the abundance of both PDGFRα^+^ cells (Fig 5F; Appendix Fig S10A) and PDGFRα^+^/αSMA^+^ myofibroblasts (Fig 5G; Appendix Fig S10B), both of which were depleted by hyperoxia, was partially restored by antimiR‐34a. However, the abundance of αSMA^+^ cells *per se* was not changed (Appendix Fig S9C and D). These data imply that antimiR‐34a partially restored myofibroblast numbers in injured, developing lungs (schematically presented in Fig 5H). Consistent with this idea, increased elastin foci and improved elastin fiber organization were noted in antimiR‐34a‐treated mice (Appendix Fig S11).

**Figure 5:**
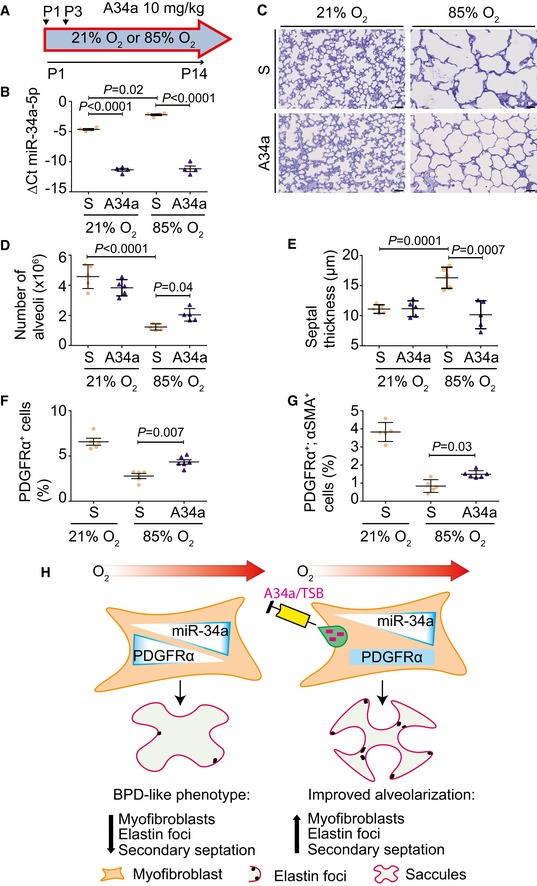
Antagonizing miR‐34a function partially restores proper lung alveolarization ASchematic illustration of the antimiR administration protocol.BQuantitative RT–PCR detection of miR‐34a‐5p levels in wild‐type mouse pups at post‐natal day (P)14 that had been treated either with a scrambled antimiR (S), or antimiR‐34a (A34a), during normal (21% O_2_) and aberrant (85% O_2_) alveolarization (*n* = 4 animals for each group).CQualitative analysis of lung structure in Richardson‐stained plastic‐embedded lung sections from wild‐type mouse pups at post‐natal day (P)14, treated with either scrambled antimiR (S), or antimiR‐34a (A34a), during normal and aberrant alveolarization (scale bar, 50 μm). Data are representative of three or more experiments.DQuantification of total number of alveoli by design‐based stereology in wild‐type mouse pups at post‐natal day (P)14, treated with either scrambled antimiR (S), or antimiR‐34a (A34a), during normal and aberrant lung alveolarization (*n* = 5 animals for each group).EQuantification of mean septal thickness by design‐based stereology in wild‐type mouse pups at post‐natal day (P)14, treated with either scrambled antimiR (S), or antimiR‐34a (A34a), during normal and aberrant alveolarization (*n* = 5 animals for each group).FQuantitative analysis of PDGFRα^+^ cells by flow cytometry, in lungs from wild‐type mouse pups at P5, treated with either scrambled antimiR (S), or antimiR‐34a (A34a), during normal and aberrant alveolarization (*n* = 5 animals for each group).GQuantitative analysis of PDGFRα^+^/αSMA^+^ cells by flow cytometry, in lungs from wild‐type mouse pups at P5, treated with either scrambled antimiR (S), or antimiR‐34a (A34a), during normal and aberrant alveolarization (*n* = 5 animals for each group).HSchematic illustration of the role and translational scope of the miR‐34a/*Pdgfra* interaction during arrested lung alveolarization. Hyperoxia drives miR‐34a expression in myofibroblasts, downregulating PDGFRα expression and reducing PDGFRα^+^ cell abundance, causing the perturbed elastin fiber production and blunted alveolarization seen in bronchopulmonary dysplasia (BPD). The effects of hyperoxia are attenuated when miR‐34a function is blocked with an antimiR (A34a) or when the miR‐34a/*Pdgfra* interaction is disturbed with a target site blocker (TSB).Data information: Data represent mean ± SD. *P* values were calculated by one‐way ANOVA with Tukey's *post hoc* modification.

To further explore the role of hyperoxia and miR‐34a on PDGFRα^+^ cell abundance, apoptosis was assessed in PDGFRα^+^ cells from hyperoxia‐treated mouse pups by flow cytometry (Appendix Fig S12A), where increased apoptosis of PDGFRα^+^ cells was noted at P5 (Appendix Fig S12B), but not at P14 (Appendix Fig S12C). Furthermore, the density of PDGFRα on PDGFRα^+^ cells was reduced by hyperoxia (Appendix Fig S12D), suggesting abundance of PDGFRα in PDGFRα^+^ cells from mouse lungs exposed to hyperoxia (proposed here to be attributable to increased miR‐34a levels within those cells). Flow cytometry did not permit an S‐phase analysis of cell proliferation due to too few cells per run, as evident in the histogram in Appendix Fig S13, which has insufficiently developed G0/G1 and G2/M peaks. However, immunofluorescence staining of lung cryosections of P5 mice (Fig 6) revealed fewer proliferating PDGFRα^+^ cells in the lungs of hyperoxia‐exposed mice at P5 *versus* normoxia‐exposed mice. Together, these data indicate that hyperoxia does reduce PDGFRα^+^ cell abundance and proliferation *in vivo* in mice. *In vitro*, primary mouse lung fibroblasts exhibited reduced PDGFRα levels after hyperoxia exposure (Appendix Fig S14A), and increased miR‐34a levels after application of a miR‐34a mimic (Appendix Fig S14B), consistent with what was noted in MLg cells *in vitro* (Fig 3E). A miR‐34a mimic had a moderate impact on baseline proliferation (Appendix Fig S14C) and no impact on baseline apoptosis (Appendix Fig S14D) in primary mouse lung fibroblasts *in vitro*.

**Figure 6:**
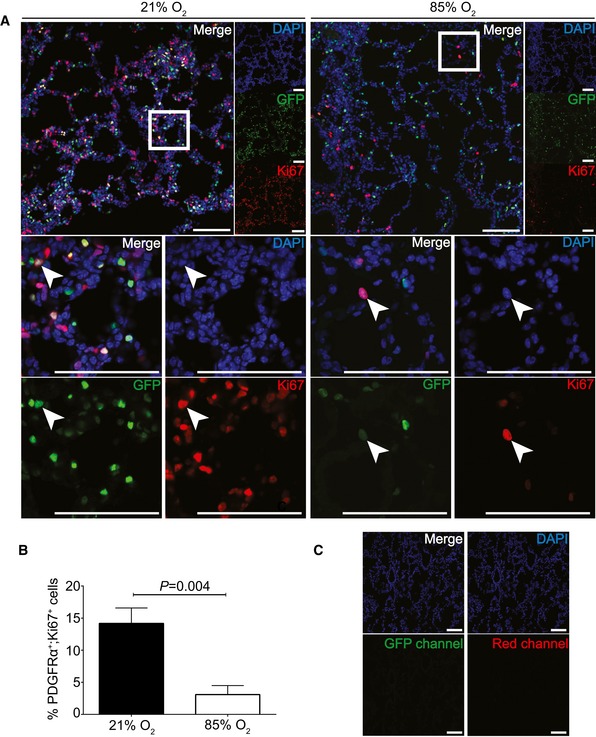
Assessment of proliferation status of PDGFRα^+^ cells in developing mouse lungs AMice expressing nuclear‐localized GFP under the control of the *Pdgfra* promoter were maintained under normoxic (21% O_2_) or hyperoxic (85% O_2_) conditions, and lungs were harvested, processed, and immunostained for Ki67 to determine proliferation status. DAPI staining revealed nuclei of all cells present in the section. Low‐magnification images from individual channels are presented to the right of the merged (large) image first row of images. The area demarcated by the white box in the merge image of the first row is magnified in the second and third rows to allow for visualization of greater magnification of the demarcated region of the merged image, as well as visualization of a single Ki67^+^, GFP^+^ cell (white arrowhead) in all three channels separately. Scale bar: 100 μm.BThe number of PDGFRα^+^ cells in four microscopic fields was assessed for co‐staining with an anti‐Ki67 antibody to reveal proliferating cells. *P* values were calculated by unpaired Student's *t*‐test (*n *= 4 fields for each group, trends are representative of those observed in two other experiments). Data represent mean ± SD.CThe Ki67 staining and GFP fluorescence was controlled for by examining lungs from wild‐type mice that were treated with an isotype‐matched control IgG used for the Ki67 staining experiments. Sections were examined for GFP fluorescence as well as in the red channel used to detect the Ki67 staining. Scale bar: 100 μm. DAPI, 4′,6‐diamidino‐2‐phenylindole; GFP, green fluorescent protein.

Collectively, these data indicate that hyperoxia can decrease proliferation (Fig 6B) and increase apoptosis (Appendix Fig S12B and C) of PDGFRα^+^ cells *in vivo* in developing mouse lungs. Additionally, hyperoxia drives increased levels of miR‐34a in PDGFRα^+^ cells that are resident in the developing mouse lung (Fig 3F), which in turn decreases the abundance of PDGFRα in affected cells (Appendix Fig S12D; ostensibly, PDGFRα^+^ myofibroblasts in the developing septa). We propose that this results in defective elastin production and remodeling (one of the functions of myofibroblasts during alveolarization), which in turn impairs secondary septation, leading to alveolar simplification characteristic of BPD (Fig 5H). By neutralizing miR‐34a (Fig 5) or disrupting the miR‐34a/*Pdgfra* interaction (Fig 4), the abundance of PDGFRα^+^ myofibroblasts was partially restored, leading to partial correction of this alveolarization defect. This is noteworthy given the recent first‐in‐man report using an antimiR to manage hepatitis C infection, by targeting miR‐122 (Janssen *et al*, 2013). We further propose that interventions to block miR‐34a function or the miR‐34a/*Pdgfra* interaction are candidates for translational development.

### A role for miR‐34a in septal thickening as well?

BPD is also characterized by septal thickening (Jobe, 2016). As a secondary observation in this study, we demonstrate here that miR‐34a/b/c impacted septal thinning during alveolarization. Thickened septa arose in this model from multicellular stacking of cells, which revert to the normally observed single cell layer after antimiR‐34a treatment (Fig 7). Almost all septal cells stained for aquaporin 5 (Aqp5), a type I pneumocyte marker—a cell type that exhibits tremendous plasticity during alveologenesis (Yang *et al*, 2016)—in both thickened and restored (thinner) septa (Fig 7). In the background of hyperoxia, antimiR‐34a treatment did not impact the number or apoptosis (Appendix Fig S15A–G) of type I pneumocytes; or whole‐lung gene expression assessed by mRNA microarray at P5 and P14 (Appendix Table S6; GEO accession number GSE89730; validated in Appendix Fig S16). Thus, antimiR‐34a most likely affected gene expression in a rare cell population, such as PDGFRα^+^ myofibroblasts, and not broadly throughout the alveolar epithelium, composed largely of type I pneumocytes. 

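Whole-lung RNA from 32 mice was measured on one-colour Agilent mouse gene expression arrays, one mouse per array and 4 mice in each of 8 groups. Newborn mice received either antimiR-34a, an oligonucleotide that blocks miR-34a, or a scrambled antimiR, at 10 mg/kg by intraperitoneal injection. They were kept in 21% O2 or 85% O2, and the lungs were taken at P5 or P14. The sample labels give each age as later by part of a day. For RNA isolation the labels name a miRNeasy kit and the methods a peqGOLD kit. For the P14 mice the labels name isoflurane and the methods pentobarbital. The arrays lay on 4 slides of 8 arrays. Each slide held mice of one age and one oxygen level, with the scrambled antimiR on one row of arrays and antimiR-34a on the other. A difference between oxygen levels is therefore also a difference between slides, and a difference between the antimiRs is also a difference between array rows.

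Each array carried 62976 spots, of which 59305 read 55681 mouse probes of 60 bases. Spot brightness came from the scanner software Feature Extraction, which subtracts background and corrects trends across the array. The same software counts how many of the 59305 spots lie well above background, so that a probe with several spots can count more than once. At P5, the median number of such spots was 40215 per array with scrambled antimiR (38829 to 41688) and 39448 with antimiR-34a (39144 to 39973) in 21% O2. It was 39268 (38982 to 39711) and 37364 (36466 to 37471) in 85% O2, where every antimiR-34a array had fewer than every scrambled array (exact two-sided permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). At P14, the medians were 43104 (42229 to 43926) and 42364 (42069 to 43303) in 21% O2, and 38146 (37719 to 39446) and 37836 (37557 to 38104) in 85% O2. No spot was saturated. The number of mice limits the precision of every value.

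The authors also deposited one log2 value per probe, quantile-normalized across the 32 arrays. Across probes, which are not independent replicates, these correlated with the log2 scanner values of the same array at r = 0.997 or above. The values used here start from the scanner's spot brightness. Its log2 was set relative to the 75th percentile of the array, spots marked as outliers by the scanner software (0.211%) were left out, and the spots of a probe were averaged. A probe was tested if it was well above background on all 4 arrays of at least 1 group of that age, which left 35984 probes at P5 and 38458 at P14. The 4 groups of an age were fitted together with limma, with one mean per group. A probe was called different at a Benjamini-Hochberg adjusted p under 0.05. Positions are those of the array annotation (mm9).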

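In 85% O2, 23 probes at P5 and 1024 probes at P14 were called different between antimiR-34a and scrambled antimiR (limma, adjusted p under 0.05). For the count at P5, chance cannot be excluded. At P5, 16 of the 23 probes were higher and 7 lower, and 4685 probes had an unadjusted p under 0.05. At P14, 431 probes were higher and 593 lower, 6414 had an unadjusted p under 0.05, and the called probes belonged to 617 named genes. The balance of higher and lower probes depended on the normalization, with 13 higher and 14 lower at P5 and 294 higher and 292 lower at P14 after quantile normalization. The median absolute log2 fold change of the called probes was 0.64 at P5 and 0.59 at P14, and 6 and 168 of them changed at least 2-fold. The approximate test named in the methods, with the same correction, called 0 probes at either age. It gave 2689 probes at P5 and 4363 at P14 with an unadjusted p under 0.05. On simulated data with the spread of these arrays, limma called 79 of 100 probes that had been changed 2-fold at P5 and 61 of 100 at P14, and the methods' test called 34 and 12. The simulation gave every group of an age the same spread, and each array independent noise. It therefore does not show which test holds where groups differ in spread or arrays vary together.

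The count at P5 moved most when dim probes were not filtered out, which gave 4283 called probes. Of these, 3631 were well above background on none of the 8 arrays compared, so that this count is no measure of expression. The P5 count was 0 when only the 8 arrays of 85% O2 were fitted (3064 with an unadjusted p under 0.05). The count at P14 was 74 when only those 8 arrays were fitted. With each array left out in turn, the P5 count was between 2, without scrambled antimiR replicate 2 or 3, and 124, without scrambled antimiR replicate 4. The P14 count was between 479, without scrambled antimiR replicate 2, and 1374, without antimiR-34a replicate 2.

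Genes named below were picked among called probes with a gene symbol, non-overlapping groups and a large fitted change. At P5, these included Ankrd37 (chromosome 8, 47082404 to 47082463). Its log2 level was 1.63 ± 0.26 (SD, n = 4) with antimiR-34a and -0.40 ± 0.36 (SD, n = 4) with scrambled antimiR. The log2 fold change was 2.03 (standard error 0.18, limma adjusted p = 0.000665). Cyp26b1 had a log2 fold change of 1.59 (limma adjusted p = 0.0156). Tnfaip6 was at least 1.59-fold lower (limma adjusted p = 0.0162), as no antimiR-34a array was above background. Otogl was higher (limma adjusted p = 0.0162), but was above background on 2 of 4 antimiR-34a arrays and no scrambled antimiR array, and its size is not given. Grin3a passed the threshold but was not above background in either group, and no fold change is given. With 1 array left out, Grin3a lost its call in 5 of 8 fits, and Cyp26b1, Otogl and Tnfaip6 in 2 each.

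At P14, Nanos2 (chromosome 7, 19574205 to 19574264) was -5.35 ± 0.47 (SD, n = 4) with antimiR-34a and -3.11 ± 0.16 (SD, n = 4) with scrambled antimiR, lower with antimiR-34a (limma adjusted p = 0.000738). It was above background on 3 of 4 antimiR-34a arrays, and no fold change is given. Gm15691 was at least 2.70-fold lower with antimiR-34a (limma adjusted p = 0.00174), where no antimiR-34a array was above background. Fgf23 (limma adjusted p = 0.0397) and Ngp (limma adjusted p = 0.0161) were also lower, and were above background on 2 of 4 antimiR-34a arrays each. Tnfsf18 had a log2 fold change of 2.45 (limma adjusted p = 0.0376). It was 1.71 without antimiR-34a replicate 2 and 2.81 without antimiR-34a replicate 3. With 1 array left out, Fgf23 lost its call in 6 of 8 fits, Tnfsf18 in 5 and Ngp in 2.

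The response to hyperoxia itself was compared by a score over 200 probes higher and 200 probes lower in 85% O2, taken from the scrambled antimiR mice of the other age. At P5 the score was 2.15 ± 0.07 (SD, n = 4) with antimiR-34a and 2.08 ± 0.08 with scrambled antimiR (exact two-sided permutation test, p = 0.286, adjusted over both ages 0.571). At P14 it was 3.20 ± 0.23 (SD, n = 4) and 3.13 ± 0.08 (exact two-sided permutation test, p = 0.857, adjusted 0.857). Without antimiR-34a replicate 2, the difference at P14 was -0.05 in place of 0.07. With 50 probes in each direction, the score at P14 was 3.15 ± 0.12 and 2.93 ± 0.12 (SD, n = 4 each, exact p = 0.0571, adjusted 0.114), so that the result depends on the number of probes. Had the groups separated at one age only, the adjusted p would still have been over 0.05. Scores of the 21% O2 groups were between -0.31 and -0.05.

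**Figure D1:**
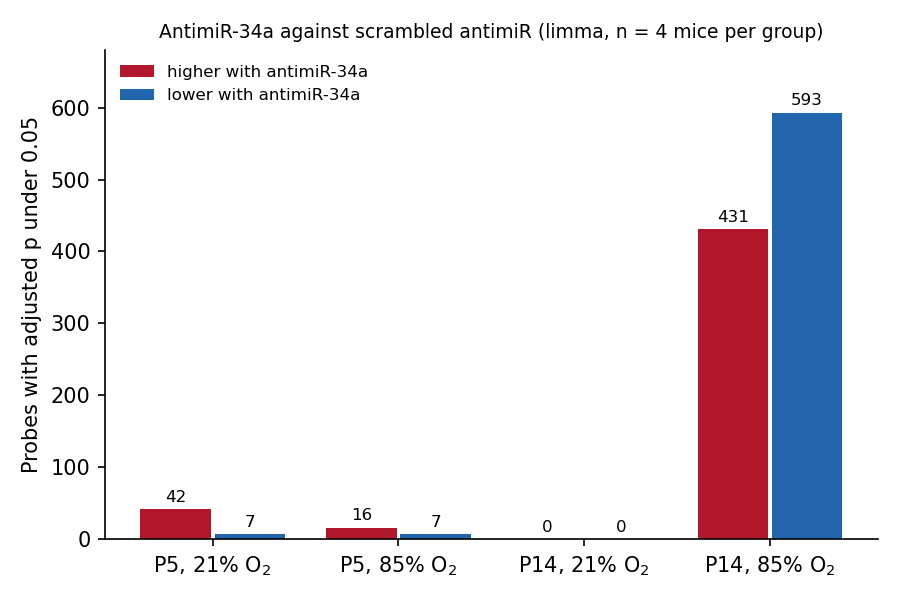
Number of probes higher (red) and lower (blue) with antimiR-34a than with scrambled antimiR at each age and oxygen level, at an adjusted p under 0.05 from limma. In 85% O2 the bars reach 16 and 7 at P5 and 431 and 593 at P14, and in 21% O2 they reach 42 and 7 at P5 and 0 and 0 at P14, where limma gave 4054 probes with an unadjusted p under 0.05 and the methods' test called 0.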

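Expression by cell type was compared in 85% O2 with 7 lists of 10 genes (9 measured for proliferation), each scored per mouse as the mean log2 level relative to all mice of that age. The 14 comparisons of antimiR-34a with scrambled antimiR, 7 at each age, were tested by exact two-sided permutation. A list that separated the mice of both groups would reach an adjusted p of 0.4 at best, if it were the only one. The smallest adjusted p was 0.8. Lists for other cells and tissues were compared apart from these, and none passed the threshold. The largest contrasts there were the neutrophil list at P14 (-0.89, exact p = 0.0571, adjusted 0.286) and the thymus list at P5 (-0.37, exact p = 0.0286, adjusted 0.286). All 8 neutrophil genes were lower with antimiR-34a at P14.

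The type I pneumocyte list scored 0.25 ± 0.03 (SD, n = 4) with antimiR-34a and 0.23 ± 0.05 (SD, n = 4) with scrambled antimiR at P5 (exact p = 0.514). At P14 it scored 0.03 ± 0.33 and 0.25 ± 0.06 (SD, n = 4 each, exact p = 0.171), and all 10 genes were lower with antimiR-34a. The difference of -0.22 at P14 was -0.06 without antimiR-34a replicate 4 and -0.31 without antimiR-34a replicate 2. The PDGFRα+ myofibroblast list scored -0.22 ± 0.04 and -0.18 ± 0.05 at P5 (SD, n = 4 each, exact p = 0.371), and -0.26 ± 0.13 and -0.20 ± 0.05 at P14 (SD, n = 4 each, exact p = 0.629). At P14, 9 of its 10 genes were lower with antimiR-34a, and the difference of -0.06 was -0.00076 without antimiR-34a replicate 3. Of the other lists at P14, the type II pneumocyte and endothelial lists each had 8 of 10 genes lower, and the proliferation list had 8 of 9 higher. The type II pneumocyte list differed by 0.02 at P5 (exact p = 0.743) and -0.04 at P14 (exact p = 0.657), and its sign changed with the normalization at both ages. The sign of the type I pneumocyte list at P5 did so too, and there the median over its genes was -0.02 where the mean was 0.02. The elastin assembly list differed by 0.04 at P5 (exact p = 0.571) and 0.04 at P14 (exact p = 0.543), and at P5 the median over its genes was -0.02. With 1 array left out, its difference was as low as 0.0032 at P5 (without antimiR-34a replicate 1) and 0.0034 at P14 (without scrambled antimiR replicate 4). The endothelial list differed by 0.05 (exact p = 0.0857) and -0.03 (exact p = 0.429). The proliferation list differed by -0.06 (exact p = 0.657) and 0.08 (exact p = 0.857), and the p53 target list by -0.02 (exact p = 0.686) and 0.11 (exact p = 0.371). The p53 target difference at P14 was 0.03 without antimiR-34a replicate 2 and 0.19 without antimiR-34a replicate 3.

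No probe of the type I pneumocyte, type II pneumocyte, PDGFRα+ myofibroblast, elastin assembly or proliferation lists was called by limma at either age, over all probes or adjusted over the list alone. Of 14 probes of the p53 target list, 3 were called at P5 adjusted over the list alone and 0 over all probes. Of 11 probes of the endothelial list, 1 was called at P14 either way.

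Pdgfra (chromosome 5, 75593888 to 75593947) had a log2 level of 0.70 ± 0.07 (SD, n = 4) with antimiR-34a and 0.75 ± 0.13 (SD, n = 4) with scrambled antimiR at P5, a log2 fold change of -0.05 (standard error 0.07, limma adjusted p = 0.771). At P14 it was 1.08 ± 0.82 and 0.64 ± 0.21 (SD, n = 4 each), a log2 fold change of 0.43 (standard error 0.28, limma adjusted p = 0.480), which was 0.03 without antimiR-34a replicate 2. Between 85% O2 and 21% O2 with scrambled antimiR, Pdgfra had a log2 fold change of -1.26 at P5 (limma adjusted p = 1.2e-08) and -2.46 at P14 (limma adjusted p = 6.3e-06).

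Aqp5, the type I pneumocyte marker, had a log2 fold change with antimiR-34a of 0.07 at P5 (limma adjusted p = 0.712) and -0.21 at P14 (limma adjusted p = 0.570). It was 0.02 at P5 without antimiR-34a replicate 3, and at P14 -0.03 without antimiR-34a replicate 4 and -0.41 without antimiR-34a replicate 2. These values are for the brightest Aqp5 probe. The other tested probe had -0.14 at P5, in the opposite direction, and -0.20 at P14, and was not called. Sftpc, the type II pneumocyte marker, had 0.23 (limma adjusted p = 0.408) and -0.16 (limma adjusted p = 0.603). Eln had 0.45 at P5 (limma adjusted p = 0.194), where the mice of the groups did not overlap, and 0.47 at P14 (limma adjusted p = 0.346), which was 0.19 without antimiR-34a replicate 2. Kit had 0.29 (limma adjusted p = 0.295) and -0.27 (limma adjusted p = 0.298), Acta2 0.06 (limma adjusted p = 0.777) and -0.13 (limma adjusted p = 0.712), and Sirt1 -0.02 (limma adjusted p = 0.933) and 0.02 (limma adjusted p = 0.899). Acta2 ranged from 0.02 to 0.12 at P5 and from -0.24 to -0.01 at P14 with 1 array left out. Sftpc then ranged from 0.11 to 0.32 at P5 and from -0.21 to -0.09 at P14. Pdgfa, Mki67, Polr2a, Actb and Gapdh were not called at either age, with log2 fold changes between -0.16 and 0.25 on the brightest probe of each. Over all 9 Gapdh probes, the values at P14 lay between -0.03 and 0.33, and none was called. The groups did not overlap for Gapdh at P5 either, at a log2 fold change of 0.19 (limma adjusted p = 0.378). From the number and apoptosis of type I pneumocytes and the whole-lung result together, the paper proposes that antimiR-34a acted in a rare cell population such as PDGFRα+ myofibroblasts, and not broadly in the alveolar epithelium.

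**Figure D2:**
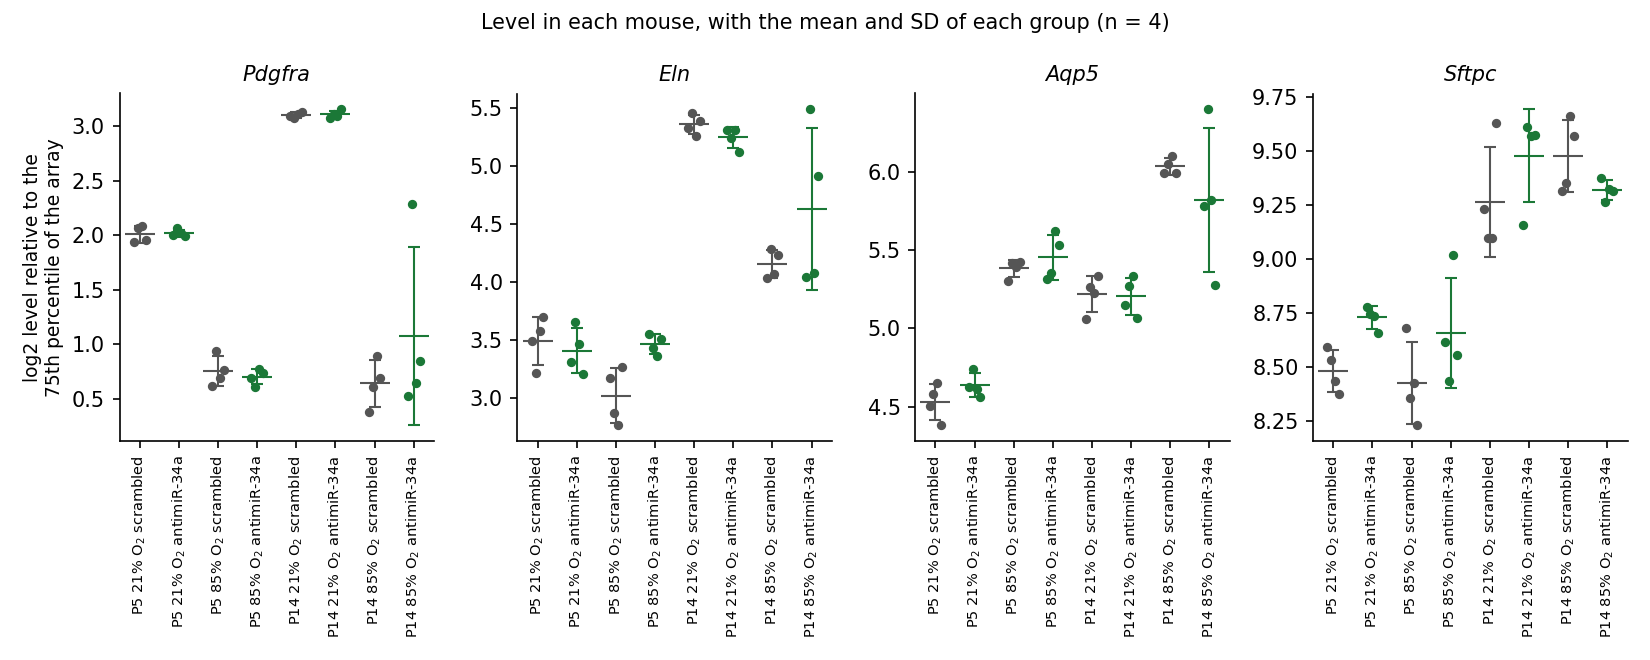
Log2 level of Pdgfra, Eln, Aqp5 and Sftpc in each mouse, relative to the 75th percentile of its array, with the mean and SD of the 4 mice of each group (scrambled antimiR grey, antimiR-34a green). Pdgfra lies lower in 85% O2 than in 21% O2 at both ages, with log2 fold changes of -1.26 and -2.46 for scrambled antimiR, and 1 antimiR-34a mouse at P14 in 85% O2 stands apart from its group at 2.28.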

We suggest that changes in septal complexity arose not from loss or gain of epithelial cells, but rather from the spatial organization of the type I pneumocytes, that is directed by PDGFRα^+^ myofibroblasts. This may be related to the production of extracellular matrix (ECM) by PDGFRα^+^ myofibroblasts, where perhaps ECM laid down and remodeled during alveologenesis provides migration cues to epithelial cells organize themselves within the newly‐generated septa. Such cues might possibly include receptor‐mediated interactions between the epithelial cells and the ECM, or matrikine gradients, the latter having been recently implicated in epithelial remodeling in asthma (Patel *et al*, 2018). This general idea is consistent with the observation that PDGFRα^+^ lung fibroblasts decline in number during septal thinning (McGowan & McCoy, 2011) and is in‐line with current thinking that epithelial–mesenchymal interactions drive lung development (Hogan *et al*, 2014).

**Figure 7:**
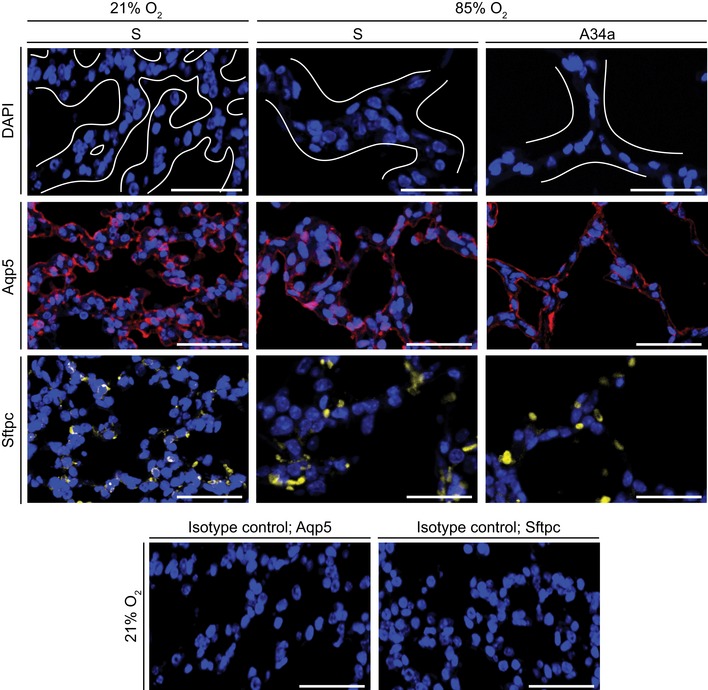
The primary cell type in the normally and aberrantly developing septa are type I alveolar epithelial cells The impact of administration of scrambled antimiR (S) or an antimiR directed against miR‐34a (A34a) on the abundance of type I alveolar epithelial cells (marked by aquaporin 5, Aqp5) and type II alveolar epithelial cells (marked by pro‐surfactant protein C, Sftpc) was assessed in 3‐μm sections of paraffin‐embedded lung tissue from P5 mice undergoing normal (21% O_2_) or aberrant (85% O_2_) lung alveolarization. DAPI, 4′,6‐diamidino‐2‐phenylindole. In the DAPI images, white lines delineate tissue from airspaces, and in the 85% O_2_ groups demarcate septa. Antibody specificity was validated by rabbit IgG isotype control primary antibodies. The control experiments for the Aqp5 and Sftpc staining runs are illustrated here. Scale bars, 50 μm.

To date, pivotal roles for microRNA processing by Dicer (Harris *et al*, 2006) and Argonaute (Lü *et al*, 2005) in lung branching suggested microRNA control of early (embryonic) lung development (Metzger *et al*, 2008), where functional roles for the miR‐17 family have been demonstrated (Carraro *et al*, 2014). In contrast, in late lung development, which is relevant to BPD, several microRNA candidates have been proposed as pathogenic players, including miR‐150 (Narasaraju *et al*, 2015), miR‐489 (Olave *et al*, 2016), miR‐29b (Durrani‐Kolarik *et al*, 2017), the miR‐19/72 cluster (Rogers *et al*, 2015; Robbins *et al*, 2016), and epithelial miR‐34a (Syed *et al*, 2017), but transgenic mouse studies have only validated a causal role for epithelial miR‐34a (most likely by targeting angiopoietin) in arrested alveolarization, where miR‐34a levels were also documented to be elevated in the lungs of BPD patients (Syed *et al*, 2017). Ours is the first report of a causal role being validated for any microRNA/mRNA target interaction in aberrant lung alveolarization, as well as the first‐in‐mouse use of a TSB *in vivo* in an animal model of human disease. Notably, translation of these findings into the use of antimiR treatment of mice in the BPD model documented marked benefit in this preclinical model. We, therefore, highlight a potentially druggable pathway to manage arrested alveolarization following preterm birth.

## Materials and Methods

### Regulatory authority compliance and legal approvals

Animal experiments reported in this study were approved by the *Regierungspräsidium Darmstadt*, under approval numbers B2/277, B2/1002, and B2/1060.

### Mice

Wild‐type *Mus musculus* C57Bl/6J mice were obtained from The Jackson Laboratory. The generation and characterization of a tamoxifen‐inducible *Pdgfra*‐Cre driver mouse strain [Tg(Pdgfra‐cre/ERT2)1Wdr; MGI:3832569] referred to herein as *Pdgfra*‐CreER^T2^, on a C57BL/6J background has been described previously (Rivers *et al*, 2008; Ntokou *et al*, 2015). A *lacZ*‐tagged miR‐34a gene‐trap strain (Mir34a^tm1.1Lhe^; MGI:5308792) (Choi *et al*, 2011), herein referred to as miR‐34a::*lacZ* or miR‐34a^−/−^ (on a C57BL/6J background) was always employed in the homozygous state and was used interchangeably as a miR‐34a global knockout and a miR‐34 *lacZ* reporter, was obtained from the Jackson Laboratory. A miR‐34bc global knockout strain (Mirc21^tm1.1Lhe^; MGI:5308794) (Concepcion *et al*, 2012) on a C57BL/6J background was always employed in a homozygous state, is referred to herein as miR‐34bc^−/−^, and was obtained from the Jackson Laboratory. A mouse strain expressing a human histone 2B‐enhanced green fluorescent protein fusion protein under the control of the *Pdgfra* promoter (B6.129S4‐*Pdgfra* ^*tm11(EGFP)Sor*^/J; MGI:3766768) (Hamilton *et al*, 2003) was obtained from the Jackson Laboratory, and was always employed in the heterozygous state, and allowed the detection of *Pdgfra*‐expressing cells through nuclear‐localized GFP fluorescence. A strain carrying a floxed miR‐34a allele (Mir34a^tm1.2Aven^; MGI:5320795) (Concepcion *et al*, 2012) on a C57BL/6J background was always employed in the homozygous state, is referred to herein as miR‐34a^fl/fl^, and was obtained from the Jackson laboratory. A conditional, inducible deletion‐ready strain, where administration of tamoxifen can abrogate miR‐34a expression exclusively in *Pdgfra*‐expressing cells (denoted miR‐34a^iΔPC/iΔPC^), was created by crossing the *Pdgfra*‐CreER^T2^ driver strain with a miR‐34a^fl/fl^ strain. This strain was always employed on a C57BL/6J background with the *Pdgfra*‐CreER^T2^ allele in the heterozygous state, and the floxed miR‐34a allele in the homozygous state. Studies employing the miR‐34a^iΔPC/iΔPC^ strain were controlled for with a strain heterozygous for *Pdgfra*‐CreER^T2^ but carrying two wild‐type miR‐34a alleles. For induction of tamoxifen‐responsive genes, a protocol has been developed and validated that allows for the tamoxifen treatment of newborn pups under hyperoxic conditions, where tamoxifen is poorly tolerated (Ruiz‐Camp *et al*, 2017): Newborn pups received a single intraperitoneal injection on the day of birth [post‐natal day(P)1)] of 0.2 mg tamoxifen/pup in 10 μl Miglyol 812. All mice were maintained on a 1320 formula maintenance diet for rats and mice (Altromin), available *ad libitum* together with drinking water, with as 12 h:12 h day/night cycle.

### The hyperoxia‐based mouse model of bronchopulmonary dysplasia

Bronchopulmonary dysplasia was modeled in mice in a protocol well established in our laboratory (Nardiello *et al*, 2017b) where newborn mouse pups, randomized to litters of equal numbers of pups per nursing dam, are exposed to 85% O_2_ from P1 to P14, while control mouse pups with normal lung development are exposed in parallel to 21% O_2_. In the case of tamoxifen‐induced gene expression where mice received tamoxifen on P1, hyperoxia exposure was initiated on P2. Both male and female animals were used, since no sex bias has been noted in studies on perturbations to lung development of C57Bl/6J mice in response to hyperoxia (Nardiello *et al*, 2017b). Nursing dams were rotated between normoxia and hyperoxia at 24‐h intervals, to limit oxygen toxicity. At either P3 (prior to bulk lung alveolarization), at P5 (the peak period of bulk lung alveolarization), or at P14 (after completing of the bulk alveolarization phase), mice were killed by pentobarbital overdose (500 mg/kg, intraperitoneal) and lungs were removed *en bloc* for further analysis. The investigators were not blinded to group allocation, but were blinded to outcome assessment.

### Microarray analyses

For an unbiased analysis of microRNA expression over the course of normal and aberrant lung development, microRNA was isolated with a miRNeasy Mini kit (Qiagen), and microRNA expression was assessed using an Agilent‐035430 mouse miRNA array platform (miRBase release 17 miRNA ID version; Mouse_8x60K‐v17). For an unbiased analysis of mRNA expression over the course of normal and aberrant lung development after antimiR administration, mRNA was isolated with a peqGOLD total RNA kit (Peqlab), and mRNA expression was assessed using an Agilent‐028005 SurePrint G3 Mouse GE 8 × 60K Microarray platform. Microarray analyses were undertaken by IMGM Laboratories (Munich).

### Gene and protein expression analysis

Changes in gene expression were assessed by SYBR green‐based real‐time RT–PCR (using *Rnu6* and *Polr2a* as a reference for microRNA and mRNA, respectively) as described previously, after miRNA isolation with a miRNeasy Mini kit (Qiagen) (Hönig *et al*, 2018) or mRNA isolation with a peqGOLD total RNA kit (Peqlab) (Alejandre‐Alcázar *et al*, 2007). For microRNA analysis, primer mixtures were purchased from Qiagen: miR‐34a‐3p (MS00025697), miR‐34a‐5p (MS00001428), miR‐34b‐3p (MS00011900), miR‐34b‐5p (MS00007910), miR‐34c‐3p (MS00011907), and miR‐34c‐5p (MS00001442). The primers used for RT–PCR and genotyping PCR analyses are described in Appendix Tables S7 and S8, respectively. The real‐time RT–PCR data are presented as the difference in cycle threshold (CT), ΔCT, which reflects the CT_(reference gene)_–CT_(gene of interest)_. Changes in protein expression were assessed by immunoblot (using βactin or GAPDH to demonstrate loading equivalence), after protein isolation from lung tissue in a Precellys 24‐Dual homogenizer (Peqlab) as described previously (Mižíková *et al*, 2015), or protein isolation of cultured cells in Nonidet P‐40‐containing lysis buffer, as described previously (Madurga *et al*, 2014). The primary antibodies used for immunoblotting are described in Appendix Table S9, and blots were developed either with a donkey anti‐goat HRP‐conjugated (Santa Cruz, sc‐2020; 1:2,500) or goat anti‐rabbit (Thermofisher, 31460; 1:3,000) secondary antibody.

### Stereological analysis of lung structure

Lung structure was assessed by design‐based stereology with systemic uniform random sampling, on mouse lungs that were pressure fixed at 20 cm H_2_O, and treated with arsenic, osmium and uranium, and embedded in plastic (Technovit 7100) resin, sectioned at 2 μm, stained with Richardson's stain, and image captured in a Nanozoomer‐XR C12000 (Hamamatsu), exactly as described previously (Madurga *et al*, 2014; Mižíková *et al*, 2015; Nardiello *et al*, 2017b). Lung volume was determined by the Cavalieri principle (Madurga *et al*, 2014). Stereological analyses were undertaken using the NewCast PLUS version VIS4.5.3. computer‐assisted stereology system (Visiopharm) and facilitated the determination of *inter alia* total number of alveoli in the lung, the mean septal thickness, and total gas‐exchange surface area.

### *In situ* β‐galactosidase activity detection

Cryosections (10 μm) from developing mouse lungs attached to glass microscope slides were fixed in 0.5% (m/v) glutaraldehyde in PBS (10 min, 4°C), washed (by immersion in 1 mM MgCl_2_ in PBS, 2 × 15 min, RT), and pre‐incubated in 5‐bromo‐4‐chloro‐3‐indolyl‐β‐D‐galactopyranoside (X‐Gal) buffer [5 mM potassium ferrocyanide (II), 5 mM potassium ferricyanide (III), 1 mM MgCl_2_ in PBS, pH 7.0; 10 s, RT] followed by incubation overnight with 1 mg/ml X‐Gal in X‐Gal buffer at 37°C in the dark. Slides were then washed with 1 mM MgCl_2_ in PBS (15 min, RT), followed by fixation in 4% (m/v) paraformaldehyde in PBS (4 min); and dehydrated in a graduated ethanol series [100% (v/v), 96% (v/v), 70% (v/v); 5 min each, RT], washed by immersion in PBS (5 min, RT), followed by eosin counterstaining 1% (m/v) in dH_2_O:ethanol 20:80 (30 s, RT). Slides were washed by immersion in dH_2_O (2 s, RT) and mounted with PERTEX (Histolab). Sections were examined using a Leica DM6000B light microscope (Leica).

### Cell isolation and cell culture

Primary mouse lung fibroblasts were isolated from C57Bl/6J mice. Briefly, lungs were instilled with approximately 500 μl of preheated (37°C) collagenase type I (2 mg/ml; Sigma‐Aldrich), and subsequently excised *en bloc* from adult female C57BL/6J mice that were killed by isoflurane inhalation. Lungs were placed in 50‐ml Falcon tubes containing 25 ml of preheated (37°C) collagenase type I and incubated on a Unimax1010 orbital rotator with gentle agitation at 70 r.p.m, for 1 h at 37°C. Lungs were minced with sterile scissors, and the tissue suspension was dispersed by repeated gentle passage through a 20G syringe needle. The cell suspension was then passed through a 40‐μm filter into a new 50‐ml Falcon tube. The cell suspension was centrifuged at 120 × *g* for 8 min at 4°C. The supernatant was discarded, and the cell pellet was resuspended in 5 ml of pre‐warmed (37°C) high‐glucose DMEM containing 10% (v/v) FCS, 100 U/ml penicillin (ThermoFisher), 100 μg/ml streptomycin (ThermoFisher), and seeded into a T‐75 cell culture flask (1 flask per lung) and passaged in low‐glucose DMEM containing 10% (v/v) FCS, 100 U/ml penicillin (ThermoFisher), 100 μg/ml streptomycin (ThermoFisher). Primary mouse lung fibroblasts were employed throughout this study, with the exception of *in vitro* hyperoxia exposure and when Lipofectamine^®^ 2000 was used as transfection reagent. In the latter two cases, the MLg mouse lung fibroblast cell line (ATCC^®^ CCL‐206™) was employed, and was obtained from the American Type Culture Collection, and maintained in EMEM supplemented with 10% (v/v) FBS. Cultures of primary cells and cell lines were routinely (monthly) screened for mycoplasma contamination.

### MicroRNA mimic, antimiR, and target site blocker interventions *in vitro* and *in vivo*

A synthetic scrambled miR mimic and a miR‐34a mimic (catalog numbers SI03650318 and MSY0000542, respectively; Qiagen) were transfected into primary mouse lung fibroblasts with HiPerFect (Qiagen) or MLg cells with Lipofectamine^®^ 2000 or 3000, as per manufacturer's instructions. Locked nucleic acid (LNA) oligonucleotides (purchased from Exiqon) included a scrambled (inert) sequence (5′‐ACGTCTATACGCCCA‐3′); an antimiR directed against miR‐34a (5′‐AGCTAAGACACTGCC‐3′) and miRCURY LNA™ microRNA Target Site Blockers (herein referred to as target site blockers) directed to target the interaction between the two miR‐34a binding sites in the mouse *Pdgfra* 3′‐UTR and miR‐34a: 5′‐TTGGCAGTATTCTCCA‐3′ (TSB1) and 5′‐AGGCAGTGATACAGCT‐3′ (TSB2) (see Fig 3A). *In vitro*, synthetic oligonucleotides were transfected into MLg cells with Lipofectamine^®^ 2000. When combined, synthetic microRNA mimics and LNA target site blockers were applied together as a cocktail, at a final cumulative concentration of 160 nM (Fig 4B). *In vivo*, both target site blockers (applied as a cocktail of a 1:1 mixture of TSB1 and TSB2) and a scrambled or miR‐34a‐specific antimiR were all applied by intraperitoneal injection at a dose of 10 mg/kg at P1 and P3, in ddH_2_O.

### Flow cytometry and FACS

All flow cytometry protocols and gating strategies are indicated in the relevant supplementary figures in the Appendix. Antibody conjugates, dilutions, and commercial sources are detailed in Appendix Table S9. Flow cytometry was performed to estimate apoptosis (by annexin V staining) and to quantify cell populations in developing mouse lungs, using the antibodies listed in Appendix Table S9. Flow cytometry and FACS were performed with an LSR Fortressa or an FACSAria III cell sorter, respectively, operated with DIVA software (BD Bioscience). Single‐cell suspensions were prepared from mouse pup lungs by instilling approximately 300 μl of Dispase (50 U/ml; BD Bioscience) followed by incubation for 30 min at 37°C. Lungs were dissociated in a gentleMACS™ Dissociator (Miltenyi) in 5 ml (per lung) DMEM supplemented with 10% (v/v) FCS, 100 U/ml penicillin (ThermoFisher), 100 μg/ml streptomycin (ThermoFisher), and 320 U/ml bovine pancreatic DNAse 1 (Serva). To remove cell debris and blood clots, whole‐lung cell suspensions were filtered through 100 μm and 40‐μm filters. After centrifugation at 266 × *g* for 10 min at 4°C, cell pellets were resuspended in Flow Cytometry Staining Buffer (eBioscience; 00‐4222‐26), blocked with 1:100 Mouse BD Fc Block™ (BD Biosciences), and incubated with the appropriate primary antibodies or isotype controls diluted in Flow Cytometry Staining Buffer for 20 min at 4°C in the dark. After washing with Flow Cytometry Staining Buffer, whole‐lung cell suspensions were incubated with secondary antibodies diluted in Flow Cytometry Staining Buffer for 20 min at 4°C in the dark. In the case of intracellular staining for myofibroblasts, cells were fixed in 0.15% (m/v) paraformaldehyde in PBS for 10 min at 4°C and permeabilized with 0.2% (m/v) saponin (Calbiochem) diluted in PBS for 15 min at 4°C prior to addition of antibodies. For assessment of epithelial cell apoptosis, stainings were carried out on fresh non‐permeabilized cells, where cells were washed and resuspended in annexin V buffer (BD Biosciences) prior to annexin V‐Alexa Fluor 647 conjugate (ThermoFisher A23204; 1:100) incubation in annexin V buffer for 20 min at 4°C in the dark. Where a fluorophore‐conjugated secondary antibody was not employed, cells that had been labeled with an unconjugated primary antibody were treated with a biotin‐conjugated secondary antibody, followed by a Streptavidin‐phycoerythrin conjugate (Biolegend 405204; 1:300). For S‐phase analysis, live‐cell determinations were made by incubation of cell suspensions Hoechst 33342 (Sigma B2261, 5 μg/ml) in PBS for 45 min at 37°C in the dark. For assessment of PDGFRα^+^ cell apoptosis, live cell single‐cell suspensions were prepared as described above, up to and including the step employing Mouse BD Fc Block™, after apoptosis was detected in cell suspensions with an Annexin V kit (Biolegend, 640906).

For isolation of PDGFRα^+^ cells by cell sorting, the anti‐PDGFRα‐APC conjugate was coupled to microbeads using 30 μl of anti‐APC MicroBeads (Miltenyi 130‐097‐143) for 20 min at 4°C in the dark, and separated in a AutoMacs separator (Miltenyi) prior to cell sorting. The RNAqueous‐Micro kit (Thermo Fisher) was employed to isolate mRNA from PDGFRα^+^ cells, which are present in low number. To exclude dead cells and debris, 1 μl of 5 mg/ml DAPI or 5 μl of 50 μg/ml 7‐ADD (Biolegend) was pipetted into the whole‐lung cell suspensions just before the cell analysis.

### Histochemistry and immunofluorescence

Histochemical staining for elastin was undertaken on 3‐μm sections from P14 mice, exactly as described previously (Mižíková *et al*, 2015). Immunofluorescence analysis of aquaporin 5 (for type I alveolar epithelial cells), pro‐SP‐C (for type II alveolar epithelial cells), and 4′,6‐diamidino‐2‐phenylindole (DAPI; to detect cell nuclei) staining was undertaken as described previously (Ntokou *et al*, 2015), using the primary antibodies listed in Appendix Table S9, and Alexa Fluor 647‐conjugated goat anti‐rabbit IgG (Thermofisher, A21245; 1:500) secondary antibody. Briefly, prior to antibody application, paraffin‐embedded sections mounted on glass slides were dehydrated by immersion in Roti^®^‐histol (Roth) (3 × 10 min), followed by a graduated alcohol series [100% (m/v) ethanol for 2 × 5 min; 96% (m/v) ethanol for 1 × 5 min; 70% (m/v) ethanol for 1 × 5 min; PBS for 3 × 5 min], after which antigen retrieval was performed with 10 mM citrate buffer, pH 6, containing 0.05% (v/v) Tween‐20, by boiling for 10 min followed by cooling at room temperature over 30 min. Sections were washed (2 × 5 min) in PBS, followed by blocking in 50% (v/v) goat serum in primary antibody buffer [0.5% (v/v) Triton X‐100, 0.1% (m/v) bovine serum albumin in PBS]. Primary and secondary antibodies were applied in primary antibody buffer, overnight (at 4°C) or for 1 h (at RT), respectively. Prior to mounting in Mowiol^®^ 4‐88 (Sigma), sections were incubated with 0.005 mg/ml DAPI for 10 min at RT. Images were captured in *Z*‐stacks using a LSM‐710 confocal microscope (Zeiss).

For the assessment of cell proliferation by immunofluorescence, cryosections were prepared from P5 mouse lungs, where lungs were exposed by midline thoracotomy, perfused transcardially with 1× PBS, and inflated with 1:1 PBS: Tissue‐Tek^®^ O.C.T. (Sakura, 4583), removed *en bloc* from the thorax, and frozen at −20°C. Frozen tissue was sectioned at 10 μm with a cryostat; sections were mounted on glass slides and stored at −20°C before fixation. Frozen sections were fixed with cold (−20°C) 4% (m/v) paraformaldehyde (15 min, room temperature) and blocked with normal goat serum diluted 1:1 with 3% (m/v) BSA dissolved in 1× PBS containing 0.3% (v/v) Triton X‐100 (1 h at room temperature). Sections were permeabilized with 1% (m/v) saponin in 1× PBS (20 min at room temperature). Ki67 was detected using an anti‐Ki67 primary antibody (Appendix Table S9), and an Alexa Fluor 647‐conjugated goat anti‐rat (Invitrogen, A21247; 1:500) secondary antibody followed by incubation in 4′,6‐diamidino‐2‐phenylindole (DAPI; 1:1,000 dilution of a 1 mg/ml stock solution in PBS). *Z*‐stack images of the sections were acquired using a Zeiss LSM710 Laser Scanning Confocal Microscope. For enumeration of Ki67^+^ cells, the number of Ki67^+^ cells and GFP^+^ cells was assessed in a total of 500 DAPI^+^ cells, per microscopic field; and four fields were assessed per experimental condition.

### Assessment of apoptosis and cell proliferation *in vitro*

Primary mouse lung fibroblasts were seeded at 4,000 cells (in 100 μl) per well of a 96‐well tissue culture plate (Greiner, 655180, for proliferation; Greiner, 655098, for apoptosis), incubated overnight, and starved in serum‐free OptimMEM (Gibco, 31985‐062) for 1 h.

For assessment of proliferation, cells were transfected either with a scrambled microRNA mimic or a miR‐34a‐5p mimic (80 nM final concentration, as described above), and proliferation was monitored by BrdU incorporation using a colorimetric Cell Proliferation ELISA kit (Roche, 11647229001) after a 1‐h serum starvation period in DMEM GlutaMAX (Gibco, 21885‐025), followed by 24 h in DMEM GlutaMAX supplemented with 10% (v/v) FCS and 1% Penicillin‐Streptomycin solution. Signal was allowed to develop over 5–30 min, as was read in an Infinite M200 Pro spectrophotometer (Tecan).

For assessment of apoptosis, cells were transfected with a scrambled microRNA mimic or a miR‐34a‐5p mimic as described for proliferation, above, and caspase 3 and caspase 7 activity was detected as a surrogate for apoptosis, using a Caspase‐Glo^®^ 3/7 Assay System (Promega, G8091) after 24 h. For a positive control, medium was supplemented with staurosporine (Cayman Chemical, 62996‐74‐1; 0.5 μM) for the last 6 h of the 24‐h period. Luminescence was determined for 60 min, in an Infinite M200 Pro luminometer (Tecan).

### Power and statistical analyses

A prospective power analysis was undertaken for all animal studies, to assess the sample size required. Samples sizes were calculated using G*Power 3.1.9.2 (Faul *et al*, 2007). For changes in microRNA and mRNA expression assessed by real‐time RT–PCR in mouse lung homogenates, a ΔCt of |0.5| was considered relevant, resulting in an effect size of *d* = 2.70 (using miR‐34a‐5p expression as reference values), where *d* is Cohen's effect size, and using α = 0.5 (where α is the Type I error), and a power (1‐β) of 0.8, where β is the type II error; required a sample size of *n* = 4 animals per group. For cells sorted by FACS from mouse lungs and processed for microRNA or mRNA analyses, where a pronounced change in gene expression was anticipated, a ΔCt of |1.0| was considered relevant, resulting in an effect size of *d* = 2.79 (using miR‐34a‐5p levels in FACS‐sorted PDGFRα^+^ cells as reference values), and using α = 0.5 and a power (1‐β) of 0.8, required a sample size of *n* = 4 animals per group. For changes in rare cell populations in single‐cell suspensions from whole lungs of mice, assessed by flow cytometry, a doubling of the cell population (100% increase) was considered relevant, resulting in an effect size of *d* = 2.88 (using PDGFRα^+^ cell abundance in whole‐lung suspensions as reference values), and using α = 0.5 and a power (1‐β) of 0.8, required a sample size of *n* = 4 animals per group. Assessment of lung structure included two parameters (total number of alveoli in the lung and mean septal thickness), both assessed by design‐based stereology in the same lungs from the same animals. For assessment of total number of alveoli, a 50% increase in the total number of alveoli was considered relevant, resulting in an effect size of *d* = 4.13 (using the hyperoxia‐treated wild‐type mouse lungs as reference values), and using α = 0.5 and a power (1‐β) of 0.8, required a sample size of *n* = 3 animals per group. For assessment of mean septal thickness, an increase of 2 μm in mean septal thickness was considered relevant, resulting in an effect size of *d* = 11.11 (using the hyperoxia‐treated wild‐type mouse lungs as reference values), and using α = 0.5 and a power (1‐β) of 0.8, required a sample size of *n* = 2 animals per group. Since both the total number of alveoli in the lung and the mean septal thickness are measured in the same animals, a sample size of *n* = 3 animals per group was required, which was extended to four animals per group, in the event of an outlier arising from technical issues related to tissue processing during embedding for stereological analysis.

Data are presented as mean ± SD. Differences between groups were evaluated by one‐way ANOVA with Tukey's *post hoc* test for multiple (more than two) comparisons, while two‐group comparisons were performed with an unpaired Student's *t*‐test. All statistical analyses were performed with GraphPad Prism 6.0. For microarray studies, a Welch's approximate *t*‐test was used to determine *P* values which were corrected using the algorithm of Benjamini and Hochberg, to generate the corrected *P*‐value, *P*(corr) (Benjamini & Hochberg, 1995). The presence of statistical outliers was tested by Grubbs’ test, and no outliers were found. In general, data sets were too small to test normal distribution, and normality was assumed.

## Author contributions

JR‐C performed transgenic animal, and *in vivo* target site blocker, mimic, and antimiR studies. JR‐C, EL, and CN performed *in vitro* hyperoxia, target site blocker, mimic, and antimiR studies. JR‐C, EL, and CN performed the stereology analyses. JR‐C, JQ, FP, and SH performed flow cytometry studies. EL and ES performed and analyzed the microarray studies and performed bioinformatics analyses. DESS performed cryosection immunofluorescence studies. PFA performed selected cell‐culture experiments. IM, IV, JAR‐C, and KA assisted with transgenic animal, target site blocker, and antimiR animal experiments. JR‐C, JQ, ES, CN, IV, JAR‐C, WDR, KA, SH, WS, and REM conceived experiments, analyzed data, supervised experiments, and provided essential reagents, equipment, and infrastructure. JR‐C, WS, and REM conceived the study, directed the study, and wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## For more information

(i) The American Lung Association (English Language) information page on bronchopulmonary dysplasia: https://www.lung.org/lung-health-and-diseases/lung-disease-lookup/bronchopulmonary-dysplasia/
(ii) The British Lung Foundation (English Language) information page on bronchopulmonary dysplasia: https://www.blf.org.uk/support-for-you/support-for-you/bronchopulmonary-dysplasia-bpd/what-is-it
(iii) The KidsHealth patient (English Language) information page for parents of infants with bronchopulmonary dysplasia: https://kidshealth.org/en/parents/bpd.html
(iv) The (German Language) information page of the Federal Association “The Preterm Infant”: https://www.fruehgeborene.de/
(v) The microRNA database: http://www.mirbase.org/
(vi) The Mouse Genome Informatics international database resource for the laboratory mouse: http://www.informatics.jax.org/
(vii) GenBank human miR‐34a entry: https://www.ncbi.nlm.nih.gov/gene/407040
(viii) Genbank mouse miR‐34a entry : https://www.ncbi.nlm.nih.gov/gene/723848

**The paper explained**

**Problem**

Bronchopulmonary dysplasia (BPD) is a common and severe complication of preterm birth, where the lungs of preterm born infants do not properly develop. Notably, the formation of the alveoli—the principal gas‐exchange units of the lung—is stunted, which has important consequences for the long‐term respiratory health of BPD survivors. While oxygen support of infants with acute respiratory failure causes BPD, the disease mechanisms that underlie the stunted lung development are unknown.

**Results**

Our report identifies the interaction between microRNA‐34a and the mRNA encoding platelet‐derived growth factor receptor (PDGFR)α as a disease‐relevant interaction in stunted lung developed associated with BPD that was experimentally modeled in mice. Our report also documents that this interaction is “druggable”, and can be manipulated *in vivo* to protect the development of alveoli from the damaging effects of oxygen support.

**Impact**

Our report highlights a new pathological pathway that can also be pharmacologically targeted to attenuate experimental disease pathology. Targeting this specific microRNA‐34a/mRNA interaction may form the basis of a new approach to the medical management of BPD.

## Supporting information

Appendix Click here for additional data file.

Source Data for Appendix Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

## Data Availability

Microarray data comparing microRNA steady‐state levels in lungs of mouse pups exposed to 21% O_2_ *versus* 85% O_2_ are available at the GEO database under accession number GSE89666 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89666). Microarray data comparing mRNA steady‐state levels in lungs of antimiR‐treated mouse pups exposed hyperoxia are available at the GEO database under accession number GSE89730 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89730).

# Supplementary material for: Targeting miR‐34a/Pdgfra interactions partially corrects alveologenesis in experimental bronchopulmonary dysplasia
**Source:** EMBO Mol Med. 2019 Feb 15;11(3):e9448. doi: 10.15252/emmm.201809448
**Supplement:** Supplementary file 2 — Source Data for Appendix

Source Data Appendix Figure S14

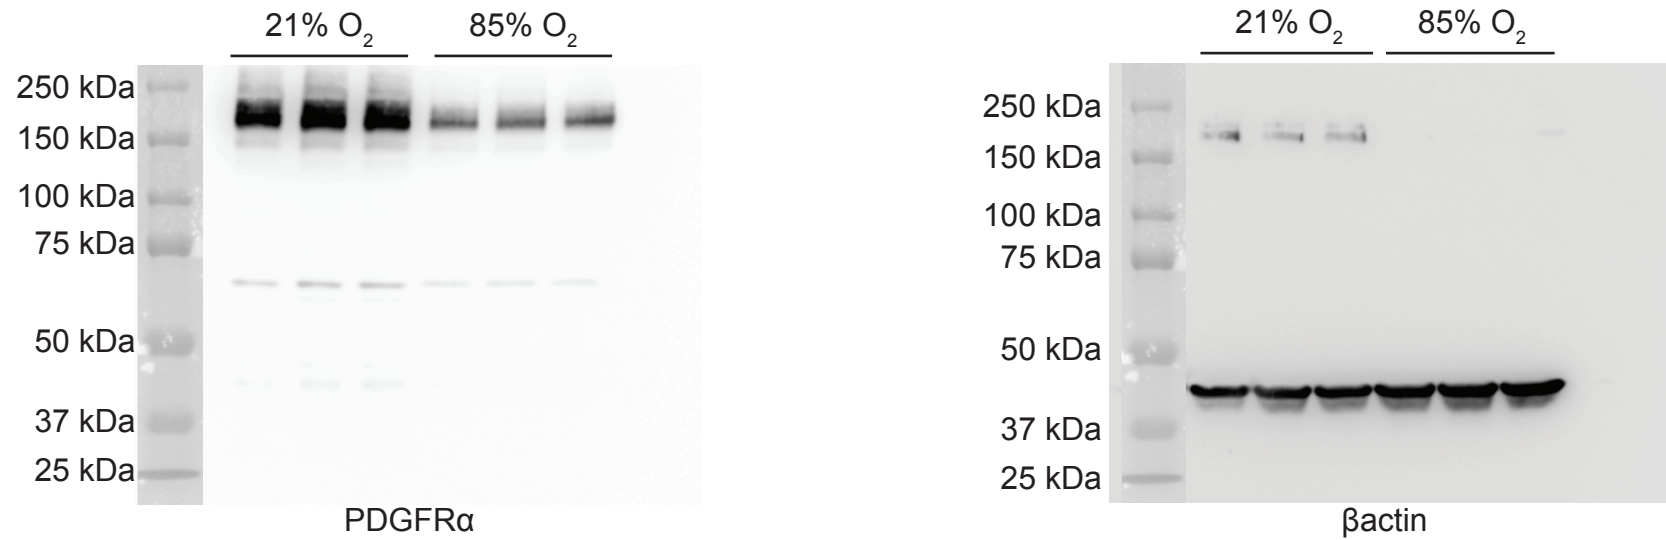

**Procedure for alignment of protein ladder and immunoblot:** The entire blot was digitally captured under white-light illumination (where the colored protein molecular mass marker ladder was visualized), and digitally captured again for chemiluminescent detection (for immunoblot bands). The blot contours were used to align the protein ladder alongside the immunoblot bands, as described graphically in the source data file for Figure 3.

# Supplementary material for: Targeting miR‐34a/Pdgfra interactions partially corrects alveologenesis in experimental bronchopulmonary dysplasia
**Source:** EMBO Mol Med. 2019 Feb 15;11(3):e9448. doi: 10.15252/emmm.201809448
**Supplement:** Supplementary file 2 — Source Data for Appendix

Source Data Appendix Figure S6

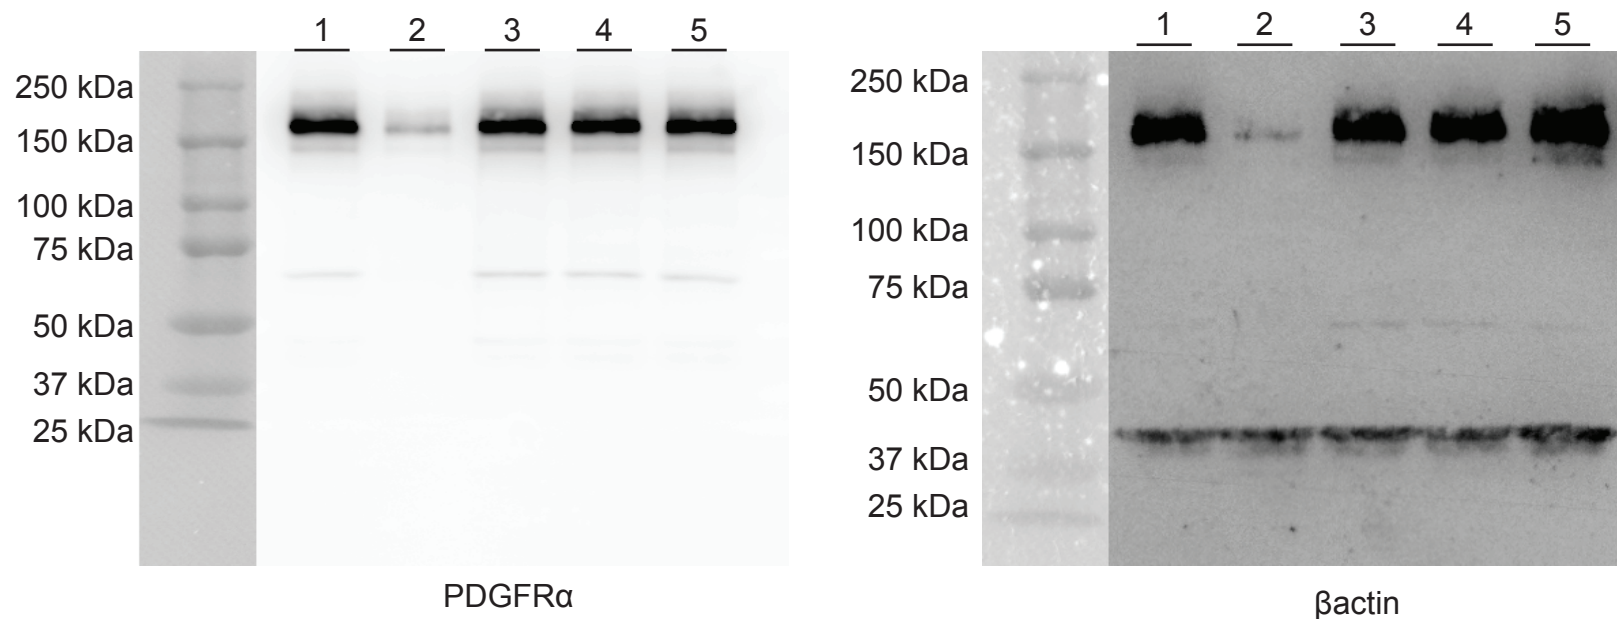

**Procedure for alignment of protein ladder and immunoblot:** The entire blot was digitally captured under white-light illumination (where the colored protein molecular mass marker ladder was visualized), and digitally captured again for chemiluminescent detection (for immunoblot bands). The blot contours were used to align the protein ladder alongside the immunoblot bands, as described graphically in the source data file for Figure 3.

# Supplementary material for: Targeting miR‐34a/Pdgfra interactions partially corrects alveologenesis in experimental bronchopulmonary dysplasia
**Source:** EMBO Mol Med. 2019 Feb 15;11(3):e9448. doi: 10.15252/emmm.201809448
**Supplement:** Supplementary file 2 — Source Data for Appendix

Source Data Appendix Figure S9

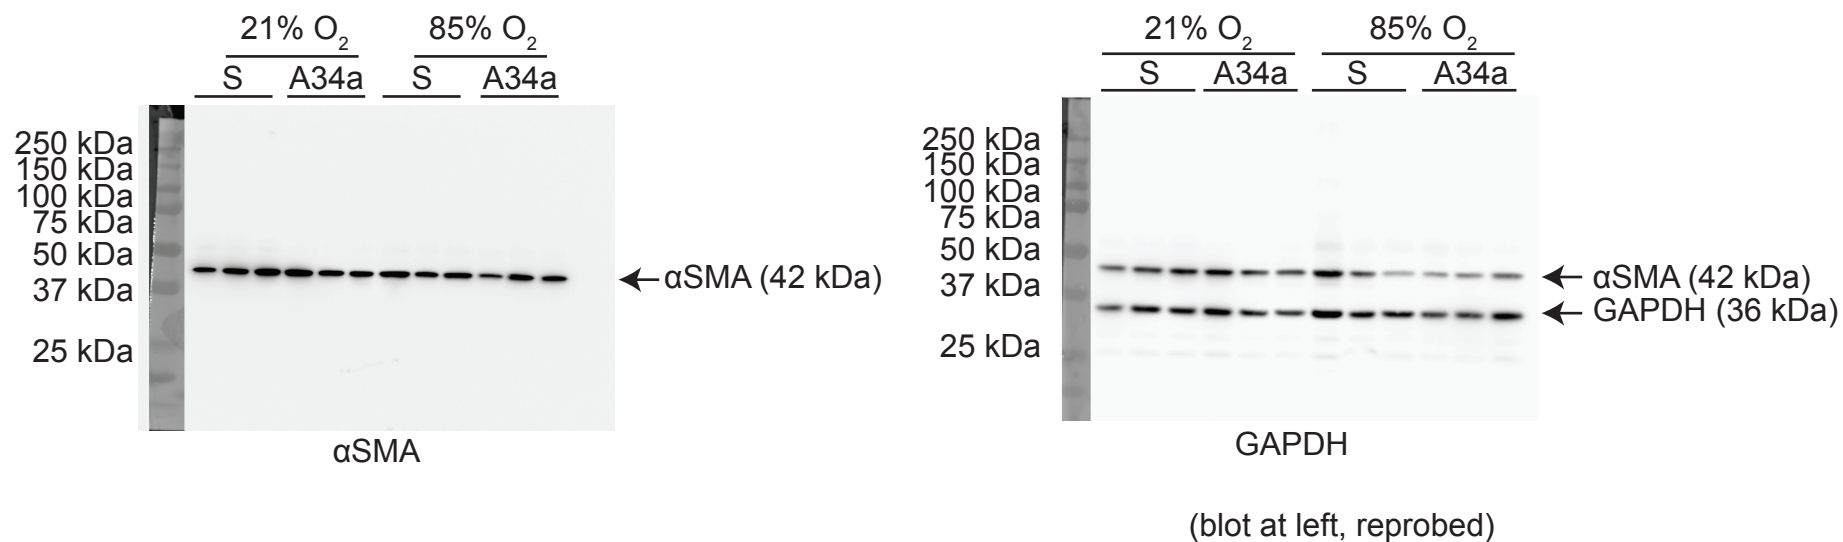

**Procedure for alignment of protein ladder and immunoblot:** The entire blot was digitally captured under white-light illumination (where the colored protein molecular mass marker ladder was visualized), and digitally captured again for chemiluminescent detection (for immunoblot bands). The blot contours were used to align the protein ladder alongside the immunoblot bands, as described graphically in the source data file for Figure 3.

# Supplementary material for: Targeting miR‐34a/Pdgfra interactions partially corrects alveologenesis in experimental bronchopulmonary dysplasia
**Source:** EMBO Mol Med. 2019 Feb 15;11(3):e9448. doi: 10.15252/emmm.201809448
**Supplement:** Supplementary file 5 — Source Data for Figure 4

Source Data Figure 4

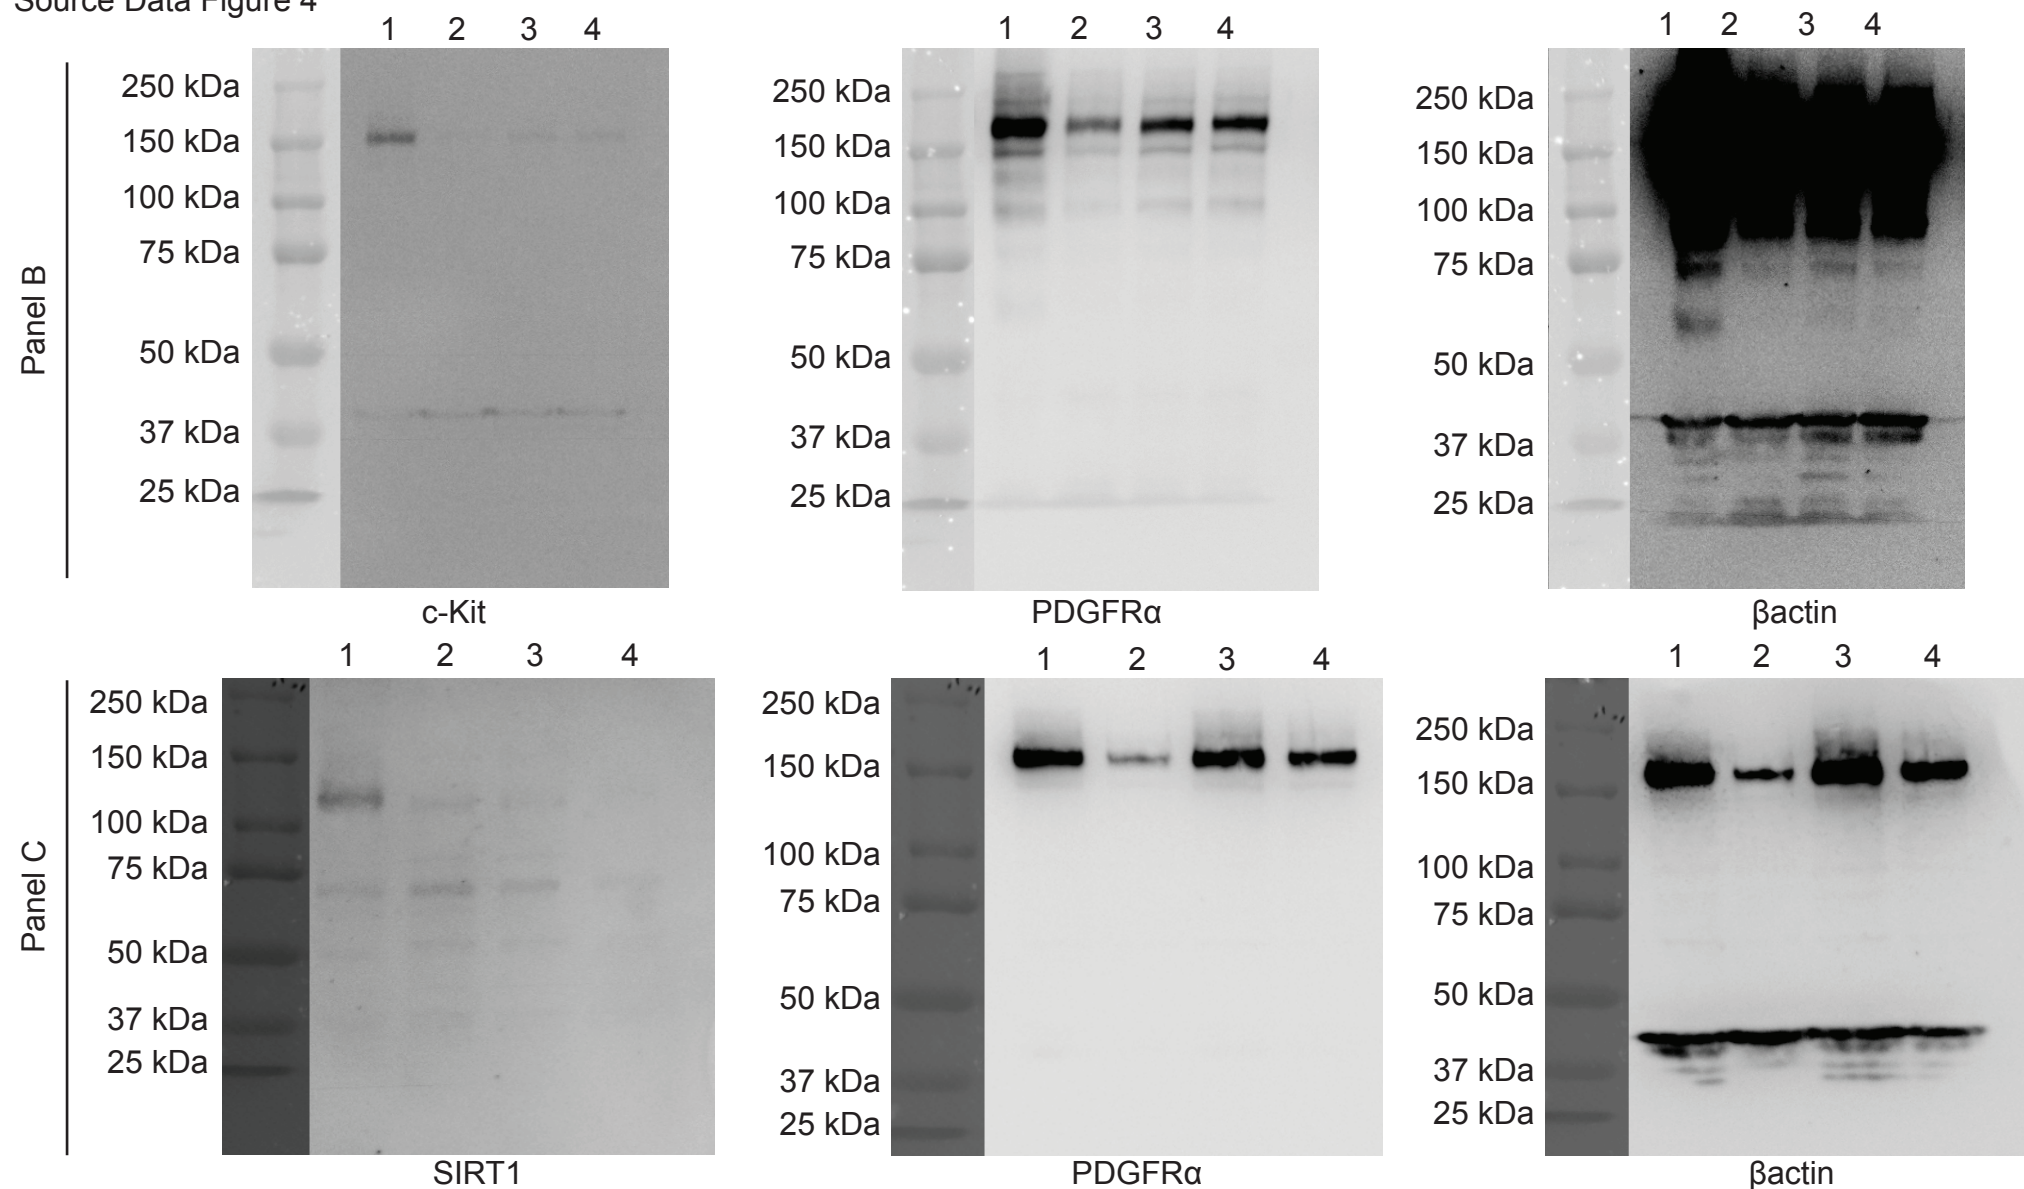

**Procedure for alignment of protein ladder and immunoblot:** The entire blot was digitally captured under white-light illumination (where the colored protein molecular mass marker ladder was visualized), and digitally captured again for chemiluminescent detection (for immunoblot bands). The blot contours were used to align the protein ladder alongside the immunoblot bands, as described graphically in the source data file for Figure 3.

How the deposited data were processed for this re-analysis (not part of the article)

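One-colour arrays of whole-lung RNA from 32 mice were analysed, 4 mice in each of 8 groups (P5 or P14, 21% O2 or 85% O2, scrambled antimiR or antimiR-34a). The conditions came from the sample labels, and oxygen levels and dose from the text of the paper. The microRNA arrays, RT-PCR, flow cytometry and imaging of the study were not analysed here.

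Per the file headers, each array file as deposited holds spot intensities from Agilent Feature Extraction 10.7.3.1. The processed intensity of a spot is its brightness on a linear scale after background subtraction and correction of trends within the array, with no normalization between arrays. The raw mean signal and local background are given beside it. The authors' table of the series holds log2 values that have the same distribution in every column, as quantile normalization between the 32 arrays gives, with one value per probe. The methods name no normalization between arrays. Correlations of that table with the log2 processed signal lay between 0.997 and 1.00 per array.

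The log2 of the processed signal minus the 75th percentile of the array was used for all results. Outlier-marked spots were left out, control spots were removed, and repeated spots were averaged (33 probes had 2 spots and 399 had 10). Probes well above background on all 4 arrays of at least 1 group in the fit were tested: 35984 at P5, 38458 at P14 and 39163 where both ages were fitted. No depth applies to arrays. The number of spots above background per array and the number of mice limit the precision.

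Comparisons were made with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), by linear model and empirical Bayes moderation, with one mean per group, and Benjamini-Hochberg adjustment over all tested probes at 0.05. AntimiR-34a was compared with scrambled antimiR at each age and oxygen level, and 85% O2 with 21% O2 in scrambled antimiR mice at each age. The difference of these effects between oxygen levels and between ages was tested as an interaction. The 16 arrays of an age were fitted together, and all 32 for differences between ages. The methods' t-test with the same correction was run as an alternative. Named genes were the genes the paper names, on their brightest tested probe, and the 5 called probes of each comparison with a gene symbol, non-overlapping groups and the largest change. Where none was called, the 3 probes with the smallest p were named. Where no array of one group was above background, a bound was computed with each of its values raised to that of the faintest probe well above background on the same array, and no fold change is given where neither group was above it or where only some arrays of either group were.

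Gene lists were written by hand from general knowledge of marker genes: type I pneumocyte, type II pneumocyte, PDGFRα+ myofibroblast, elastin assembly, endothelial, proliferation and p53 target (10 genes each), red blood cell, neutrophil, heart muscle, thymus and skeletal muscle (8 genes each), and 4 genes of the Y chromosome. List scores, the hyperoxia score (200 probes in each direction from the other age) and other values per mouse were compared by exact two-sided permutation of 4 mice against 4. For each comparison, the count of called probes was also computed for all 35 splits of its 8 arrays into equal groups. For the interactions, 100 reassignments of the arrays were made after the effects without interaction had been taken out of the values. A first scheme, which regrouped the arrays within each pair of groups, was replaced after its outcome was seen, and both are reported.

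The tests were checked on simulated data with the means and spread of the real arrays and 200 changed probes. Before the change, a probe had the same mean and the same spread in every group, with independent noise on each array. At a change of 0.5 in log2, limma called 46 of 100 probes for antimiR-34a in 85% O2 at P5 and 33 of 100 at P14. False calls numbered 7 and 6.

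Alternatives were normexp background correction of the raw signal (offset 50), quantile normalization, no filter on dim probes, probes well above background on every array, only the compared groups in the fit, the methods' t-test, a block for replicate number, a block for slide, the level of the Y chromosome genes as a covariate, array weights, the authors' processed values, one probe per gene, a fold threshold of 2 and 50 probes in the hyperoxia score. Each array was left out in turn. Comparisons, lists, the rule for named genes and these alternatives were set before the data were examined. The 75th percentile as a covariate, the tissue lists in the test for outliers and 12 skeletal muscle genes outside the list were added after the data were seen. Scan as a block was not run, as the scans split the arrays exactly as the slides do. Slide could not be fitted for comparisons of oxygen levels.

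Genes with miR-34a sites in the 3′ untranslated region could not be tested, since no genome or transcript sequence was at hand, and probes that hold the seed match were tested in place of them. Gene names are those of the array annotation, whose positions are on mm9. RefSeq of another assembly (GRCm38.p6) was used only for gene order and names: accessions of 28331 of the 55681 probes matched, and 1403 of these probes carry another name there. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.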

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

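Among the tests below, those of the strands of the miR-34a region, of quantile normalization and array weights against brightness, of brightness at P5 in 21% O2, of the count in 21% O2 at P14 against the split by brightness, the reassignments of arrays for interactions, the outlier test of tissue lists and the 12 skeletal muscle genes were chosen after the result was seen.

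In 23 of 272 groups of 4 mice, 1 mouse lay far from the other 3, and chance gives about 1 in 20 groups. At P5 in 21% O2, Gapdh was 6.87 in scrambled antimiR replicate 4 (6.44 to 6.46 in the others) and 6.28 in antimiR-34a replicate 4 (6.37 in the others). The PDGFRα+ myofibroblast list scored 0.10 in scrambled antimiR replicate 2 (0.19 to 0.21) and 0.18 in antimiR-34a replicate 3 (0.23 to 0.24), and the p53 target list scored -1.32 in antimiR-34a replicate 4 (-1.25 to -1.24). The 75th percentile of antimiR-34a replicate 3 was 9.60 (9.71 to 9.72), and the skeletal muscle list scored 0.16 in antimiR-34a replicate 2 (-0.11 to -0.10). At P5 in 85% O2, Mki67 was 3.84 in antimiR-34a replicate 2 (3.38 to 3.44), Otogl was -4.78 in antimiR-34a replicate 1 (-5.89 to -5.78) and Ankrd37 was 0.14 in scrambled antimiR replicate 4 (-0.65 to -0.53). At P14 in 21% O2, Cfd was 3.49 (0.30 to 0.68) and Car3 2.29 (-0.29 to -0.04) in scrambled antimiR replicate 1, and the hyperoxia score was -0.0068 in scrambled antimiR replicate 3 (-0.07 to -0.06). At P14 in 85% O2, Polr2a was -0.25 in antimiR-34a replicate 4 (-0.02 to 0.02) and the thymus list scored -1.09 in antimiR-34a replicate 2 (-0.62 to -0.58). All are log2 values. Explanations for these single values were not tested.

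In scrambled antimiR replicate 4 of P5 in 21% O2, the skeletal muscle list scored 5.06 (-0.17 to 0.71 in the other 3). Of 12 skeletal muscle genes outside the list, 10 were at least 2-fold above the highest of the other 3 mice, against 0.898% of all tested probes, among them Myl1 (5.45 against -3.81 to -1.41) and Mybpc1 (2.10 against -5.09 to -4.66). This is consistent with RNA from skeletal muscle in the sample, and how it came there is open. The mouse belongs to both comparisons that use this group. Of 27 tested probes of skeletal muscle genes, 16 were among those called for oxygen at P5 and 0 among those called for antimiR-34a. Without this array, 14591 probes were called for oxygen, and 8 for antimiR-34a in 21% O2, all among the 49 below.

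At P14 in 21% O2, 2 mice stood apart in array brightness in opposite directions. The 75th percentile was 9.34 in scrambled antimiR replicate 4 (10.12 to 10.18 in the other 3) and 10.20 in antimiR-34a replicate 1 (9.56 to 9.64 in the other 3). Polr2a (0.31 against -0.09 to -0.07) and Mmp10 (-6.94 against -8.66 to -8.59) were also far from the group in that scrambled antimiR mouse, and Sftpc (9.16 against 9.57 to 9.61) in that antimiR-34a mouse. Split by brightness instead of by antimiR, the 8 arrays gave 7157 called probes with limma, more than any other of the 35 splits, where the real groups gave 0 (4054 with an unadjusted p under 0.05, and 0 by the methods' t-test). With a real count of 0, all 35 splits give as many by construction, so that the splits do not test that comparison. Within the other 6 groups, the mean over those 7157 probes, each taken in the direction of the dimmer arrays, was higher on dimmer arrays (Pearson r = -0.76, permutation p = 0.00082, and Spearman rho = -0.66, permutation p = 0.0020, over 24 arrays centred within groups, and r = -0.69 without the 2 arrays farthest from the median). This is consistent with a difference tied to array brightness, such as RNA amount or labelling, in part of the pattern. Quantile normalization left 10716 probes called by the split, which argues against a scale difference that this normalization removes. An exchange of the labels of these 2 mice would give the same split. The mean over the same probes separated antimiR-34a from scrambled antimiR on 1 of the other 3 slides with antimiR-34a on the side of the dimmer arrays (0.11 at P5 in 21% O2, exact p = 0.0286, where the antimiR-34a arrays were also all dimmer). The differences were 0.16 at P5 in 85% O2 (exact p = 0.229) and -0.13 at P14 in 85% O2 (exact p = 0.0571). Exchanged labels and brightness cannot be told apart for these arrays, since both name the same split. Differences between the mice themselves were not tested. With array weights, which were lowest on that slide for these 2 mice (0.369 and 0.454), 10031 probes were called in 21% O2 at P14, and 65.7% of them were called in the same direction by the split by brightness. These calls may follow the brightness of the arrays or an exchange of labels rather than antimiR-34a.

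In antimiR-34a replicate 2 of P14 in 85% O2, Mki67 was 1.51 (2.60 to 2.76 in the other 3) and the proliferation list scored -0.97 (-0.02 to 0.17). Other genes of this mouse were looked at after its values were seen. Relative to the mean of the other 3, Fkbp5 differed by 2.40, Mt2 by 3.02, Top2a by -1.17, Pdgfra by 1.61 and Eln by 1.14 in log2. Replicates 2 and 4 had 1726 and 1813 probes at least 2-fold away from the other 3 mice, and replicates 1 and 3 had 984 and 1074, so that this mouse was not alone in its number of such probes. RNA of a mouse kept in 21% O2 mixed into the sample would move the probes that are lower in 85% O2 by a common share. The median share over 200 such probes was -1.26% (5th to 95th percentile -12.9 to 5.52%), against 46.6% for Pdgfra and -2.19% for Kit, which argues against such a mixture. A label exchanged with a mouse of 21% O2 is also argued against, as 0% of 400 probes that differ with oxygen were nearer to the 21% O2 level. A difference in the state of this mouse, or in its RNA, stays open and was not tested.

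Effects differed between groups in 4 tests of interaction (limma). The effect of antimiR-34a differed between oxygen levels for 20 probes at P5 and 34 at P14. The effect of 85% O2 in scrambled antimiR mice differed between ages for 15997 probes, and the effect of antimiR-34a in 85% O2 for 976. After the 2 effects without interaction had been taken out, as many probes were called in 1, 1, 1 and 3 of 100 reassignments, the real one included. Chance can thus be excluded at 5 in 100 for each, unadjusted over the 4 tests. The largest count of another reassignment was 5, 1, 6034 and 3261. A scheme that regrouped arrays within each pair of groups, used before, gave 2, 5, 6 and 1 of 100. Under it chance could not be excluded for antimiR-34a by oxygen at P14 and for oxygen by age. The count of 34 at P14 was between 0 (several arrays of 21% O2) and 711 (without scrambled antimiR replicate 4 of 21% O2) with 1 array left out, and 0 with normexp background. Both of these extremes came from arrays of the slide whose arrays differ in brightness. Without antimiR-34a replicate 2 of 85% O2, on another slide, the count was 134, and with array weights on all arrays it was 5529. Each age and oxygen level had its own slide, and slides cannot be told apart from ages or oxygen levels.

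Among named genes, Ankrd37 differed in its response to antimiR-34a between oxygen levels at P5 by 2.22 (limma adjusted p = 0.00578), and Gm15691 by -3.62 (adjusted p = 0.0192) and Nanos2 by -1.96 (adjusted p = 0.0386) at P14. Between ages in 85% O2, the response differed by -1.74 for Ankrd37 (adjusted p = 9.7e-05), -1.54 for Cyp26b1 (adjusted p = 0.00254), -2.62 for Nanos2 (adjusted p = 3.5e-05), -2.75 for Ngp (adjusted p = 0.00664), -2.66 for Gm15691 (adjusted p = 0.0159), -2.34 for Otogl (adjusted p = 0.00128) and 2.04 for Grin3a (adjusted p = 0.0180). Nanos2, Ngp, Gm15691, Otogl and Grin3a were not above background on all arrays of at least 1 of the groups compared, so that these fitted differences are no measure of size. These genes were chosen by their change in one of the comparisons, which makes a difference from the other more likely. A difference between array rows of one slide stays open for all of them, as each row held 1 group.

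The paper's statement on these arrays is for hyperoxia. In 21% O2 at P5, 49 probes were called (42 higher, 7 lower, 6266 with an unadjusted p under 0.05, and 1 by the methods' t-test). Of 35 splits only the real one gave as many, so that chance can be excluded. The groups differed in sex: Ddx3y was the stronger transcript in 4 of 4 scrambled antimiR mice and 1 of 4 antimiR-34a mice. If sex were the cause wherever it varies, the called probes would follow the Y chromosome genes in the other groups. There, 24 of 49 did so in the direction predicted (median of permutations 23, permutation p = 0.475 over 24 arrays), and 1 called probe lies on the X chromosome, which argues against a sex effect common to all groups. With the Y chromosome level as a covariate 1 probe was called, as the groups barely overlap in it, and a sex effect particular to these groups stays open. All antimiR-34a arrays were dimmer (75th percentile 9.60 to 9.72 against 9.90 to 10.12, exact p = 0.0286). With brightness as a covariate, 11 of the 49 probes were still called, but as the groups do not overlap in brightness, the share of array brightness in the others cannot be told apart from antimiR-34a. An effect of antimiR-34a in 21% O2 is likewise open.

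The paper reports on oxygen by other methods. On these arrays, 15800 probes at P5 (6300 higher, 9500 lower) and 23385 at P14 (10916 higher, 12469 lower) differed between 85% O2 and 21% O2 with scrambled antimiR. The balance of directions depended on the normalization: quantile normalization gave 7765 higher and 6946 lower at P5, and normexp background 11060 higher and 6540 lower at P14. Of 35 splits only the real one gave as many at each age, so that chance can be excluded. Slide and oxygen cannot be told apart. At P5 the genes named by fitted change were 5 XIST probes, 4 of which were at least 64.6-fold to 163-fold higher in 85% O2, where 2 of 4 mice had Xist as the stronger transcript against 0 of 4 in 21% O2. These are consistent with a difference in the sex of the mice, as with 1 array left out the largest of them moved between 6.93 and 9.85 in log2, depending on the mouse left out. At P14 they were Cfd (at least 164-fold lower), Clca1 (lower, and above background on 3 of 4 arrays of 85% O2), Fabp1 (at least 79.5-fold lower), Mmp10 (at least 75.6-fold higher) and Car3 (at least 88.2-fold lower). Bounds give no order among them. The bounds for Cfd and Car3 rest partly on scrambled antimiR replicate 1 of 21% O2. Without it, the fitted log2 fold change moved from -9.51 to -8.76 for Cfd and from -6.96 to -6.34 for Car3. Bounds without this mouse were not computed.

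Between H6pd and Gpr157 on chromosome 4, between which RefSeq (GRCm38.p6) places Mir34a, 5 of 7 forward-strand probes were at least 2-fold higher in 85% O2 at both ages. The 3 probes nearest Gpr157 (149445680 to 149445890 on mm9) rose by 2.70 to 2.87 at P5 and 3.16 to 3.31 at P14 in log2. The paper does not discuss these probes. Of 6 tested reverse-strand probes and 2 flanking genes, 0 rose 2-fold at both ages. The other 2 forward-strand probes go against one long transcript as the whole account: one fell by -1.36 at P5 and rose by 1.45 at P14, and the other differed by -0.61 at P5 (limma adjusted p = 0.144) and fell by -1.06 at P14 (limma adjusted p = 0.0222). A regional change of one long transcript on one strand stays open for the 5 probes. The slide of the arrays stays open as a cause, as each slide held 1 oxygen level.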

How the results depend on the processing

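The 75th percentile as a covariate was chosen after the data were seen, and the other alternatives were planned. For the results below that changed, the cause was not tested unless a cause is named.

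Among results of whole comparisons under alternatives with all arrays, 177 held, which for a count means within 1.5 times the reported count whatever the balance of higher and lower, and for a list the same sign and side of the threshold, 53 counts moved further and 9 list results changed sign. The counts for 85% O2 against 21% O2 held under every alternative at P5 (10725 to 19109, reported 15800) and P14 (16571 to 25309, reported 23385), except that a fold threshold of 2 left 2027 and 7685. The count for oxygen by age (15997) lay between 11400 and 18898, except that the fold threshold left 5091. A fold threshold keeps fewer probes by construction.

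For antimiR-34a in 85% O2 at P5, 23 probes became 40 with normexp background, 4283 with no filter on dim probes, 0 with only the compared groups in the fit (3064 with an unadjusted p under 0.05), 0 by the methods' t-test (2689), 2 with the replicate block, 47 with array weights, 37 with the brightness covariate and 6 with the fold threshold. With no filter, 3739 of the 4283 were outside the filter and 3631 of these were well above background on none of the 8 arrays compared, so that signal over background limits this count. In 85% O2 at P14, 1024 probes became 336 with normexp background, 586 with quantile normalization, 495 with no filter on dim probes, 74 with only the compared groups, 0 by the methods' t-test (4363 with an unadjusted p under 0.05), 651 with the Y chromosome level as a covariate, 580 with the authors' processed values and 168 with the fold threshold. Of these, 333, 548, 471, 69, 594 and 543 were among the 1024, in the order normexp, quantile, no filter, compared groups, Y chromosome level and authors' values. Under the other alternatives the count was 698 to 1182. With the authors' values, 10 were higher and 10 lower at P5, and 300 higher and 280 lower at P14.

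For antimiR-34a in 21% O2 at P5, 49 probes became 3.7e+02 with normexp background (337 higher and 29 lower), 89 with quantile normalization, 19 with no filter, 396 with only the compared groups, 1 by the methods' t-test, 7 with the replicate block, 1 with the Y chromosome level, 870 with array weights, 78 with the authors' processed values, 30 with one probe per gene, 14 with the brightness covariate and 6 with the fold threshold. In 21% O2 at P14, limma's count of 0 became 2 with no filter and 10031 with array weights, and was 0 under the other alternatives, the methods' t-test among them (4054 with an unadjusted p under 0.05 in limma, 3181 by the t-test).

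For antimiR-34a by oxygen at P5, 20 became 32 with probes well above background on every array, 4 with the replicate block, 6 with the Y chromosome level, 63 with array weights, 48 with the brightness covariate and 5 with the fold threshold. At P14, 34 became 0 with normexp background (3387 with an unadjusted p under 0.05, the t-test not being applicable to interactions), 1 with quantile normalization, 4 with no filter, 62 with probes above background on every array, 5 with the replicate block, 8 with the Y chromosome level, 5529 with array weights, 1 with the authors' processed values, 14 with the brightness covariate and 20 with the fold threshold. For antimiR-34a by age, 976 became 468 with normexp background, 606 with no filter, 153 with only the compared groups and 218 with the fold threshold.

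With 1 array left out in turn, antimiR-34a in 85% O2 at P5 gave 2 (without scrambled antimiR replicate 2) to 124 (without scrambled antimiR replicate 4), and at P14 479 (without scrambled antimiR replicate 2) to 1374 (without antimiR-34a replicate 2). In 21% O2 it gave 5 (without antimiR-34a replicate 2 or 3) to 88 (without scrambled antimiR replicate 3) at P5, and 0 to 1174 (without scrambled antimiR replicate 4) at P14. AntimiR-34a by oxygen gave 9 to 28 at P5 and 0 to 711 at P14, where the highest was without scrambled antimiR replicate 4 of 21% O2. AntimiR-34a by age gave 474 to 1288, oxygen at P5 13332 to 16607, oxygen at P14 21673 to 22858 and oxygen by age 14548 to 16094.

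The 14 list comparisons and 2 hyperoxia scores were above the threshold under every alternative, but the list tests are too few in mice to reach it, and the hyperoxia scores could reach it only if the groups separated at both ages, and with the replicate block not at all. These p-values therefore say nothing of stability. In 85% O2, the type I pneumocyte list at P5 reversed to -0.0094 with normexp background, -0.0053 with quantile normalization and -0.0064 with the authors' values. The type II pneumocyte list reversed at P5 to -0.0034, -0.037 and -0.038 under the same alternatives, and at P14 to 0.0012 and 0.0024 under the last 2. The proliferation list at P5 reversed to 0.00089 with no filter. With 1 array left out, the type II pneumocyte list ranged from -0.030 to 0.062 at P5 and -0.11 to 0.0031 at P14, the proliferation list from -0.16 to 0.0015 at P5 and -0.035 to 0.35 at P14, the p53 target list from -0.049 to 0.0049 at P5, and the hyperoxia score at P14 from -0.045 (without antimiR-34a replicate 2) to 0.13. The hyperoxia score with 50 probes in each direction differed by 0.031 at P5 (exact p = 0.743) and 0.22 at P14 (exact p = 0.0571).

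Among single genes in 85% O2, Pdgfa at P5 reversed to -0.0039 with normexp background, -0.035 with quantile normalization and -0.038 with the authors' values. Sirt1 reversed to 0.016 at P5 with normexp background and to -0.014 at P14 with the Y chromosome level. Actb at P14 reversed to 0.036 with quantile normalization and 0.032 with the authors' values, and Gapdh at P14 to -0.011 with array weights. Normexp background reversed Grin3a at P5 to 0.060, and in 21% O2 Spaca3 at P5 to 0.024, and both probes were near background. With 1 array left out, log2 fold changes ranged from -0.095 to 0.010 for Pdgfra, -0.019 to 0.039 for Pdgfa and -0.080 to 0.0097 for Sirt1 at P5, and from -0.056 to 0.36 for Mki67 and -0.0046 to 0.18 for Gapdh at P14. Of the genes that reversed, only Grin3a and Spaca3 had been past the threshold. Of 54 gene results, 20 lost their call with the methods' t-test, 10 with the replicate block and 8 with normexp background. The Y chromosome level took the call from 6, no filter from 4, array weights from 2, quantile normalization from 1 and the authors' values from 1. With only the compared groups in the fit, 6 of 51 lost it. These totals include results that were not called to begin with, so that the share lost among called results is larger. Array weights brought 3 results past the threshold.

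The replicate numbers did not pair the arrays: over 48 pairs of arrays with the same number, correlations of the values centred within groups were -0.354 to 0.499 (median 0.0311), with 10 over 0.1. The slide block leaves comparisons within a slide unchanged by construction and could not be fitted for oxygen levels. Scan as a block, 8mer sites, and camera and fry on genes with miR-34a sites were not run. Tests on such genes need transcript sequences, which were not used here.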

Differences from the paper's values

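No test in this part was chosen after the result was seen. The paper gives no number for these arrays in its text, so that no value is set beside another.

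The paper states that in hyperoxia antimiR-34a did not impact whole-lung gene expression on these arrays at P5 and P14. With limma, 1024 probes were called at P14 (6414 with an unadjusted p under 0.05) and 23 at P5 (4685). Of the alternatives set before the data were examined, the methods' t-test with Benjamini-Hochberg correction called 0 probes at both ages (2689 with an unadjusted p under 0.05 at P5 and 4363 at P14), and is the test that the methods name. A fit of only the compared groups called 0 at P5 (3064 with an unadjusted p under 0.05) and 74 at P14. The other alternatives of that kind with all arrays called between 2 and 4283 probes at P5 and between 168 and 1155 at P14.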

Other observations

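Among the tests below, those of sex and single arrays for the count at P14 in 85% O2, of dim probes for the count at P5 in 85% O2, all fits with brightness as a covariate, the probes with a seed match, and all tests of Xist and Ddx3y on one array were chosen after the result was seen.

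In 85% O2 at P14, limma called 1024 probes between antimiR-34a and scrambled antimiR. Of the 35 splits of these arrays only the real one gave as many, with 21 the largest of the others, so that chance can be excluded. Several technical explanations are argued against. A difference between array rows common to the slides would show on the other slides too: the mean over the 1024 probes, each in its direction of change, differed by 0.014 between the rows at P14 in 21% O2 (exact p = 0.600), 0.0080 at P5 in 85% O2 (exact p = 0.771) and -0.12 at P5 in 21% O2 (exact p = 0.0286), where the rows did separate but in the opposite direction. With the Y chromosome level as a covariate 594 of the 1024 were still called, which argues against different numbers of male and female mice as the whole cause. The lowest count without 1 array was 479. With array brightness as a covariate 933 were still called. Of the lists for red blood cells, neutrophils, heart muscle, thymus and skeletal muscle, 0 separated the groups at P14. Spreads were wide, with an SD of 1.28 for red blood cells and 1.11 for heart muscle with antimiR-34a. Overlap between the groups therefore leaves open whether RNA of those tissues had a part. The neutrophil list came closest (-0.89, exact p = 0.0571, adjusted 0.286): all 8 genes were lower with antimiR-34a, and 3 of 9 probes were called over all probes and 5 adjusted over the list alone. Fewer neutrophils in these lungs, or less blood, might account for these probes. The red blood cell list was higher with antimiR-34a by 0.34 (exact two-sided permutation p = 0.686), with 6 of 8 genes higher. This lies within its spread and does not point to less blood.

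Besides RNA of blood cells or other tissues, a difference between array rows of this slide alone stays open for the 1024 probes. It cannot be told apart from antimiR-34a, as the number of groups on each row was 1. The groups on the slide were uneven in this respect: the mean over these probes was 0.25 ± 0.07 (SD) in the scrambled antimiR mice of 85% O2 at P14, 0.94 ± 0.11 in the antimiR-34a mice beside them, 0.93 and 0.94 in the 21% O2 groups of that age and 0.67 to 0.79 in the groups of P5. The probes were chosen for the difference in the first pair. An effect of antimiR-34a that lets these probes keep the level of 21% O2, and scrambled antimiR arrays that stand apart for another reason, may each give these means. Whether the hyperoxia response as a whole changed is open: with the score taken from P5 the groups overlapped with 200 probes in each direction (exact p = 0.857), and with 50 the difference was 0.22 (exact p = 0.0571). An effect of antimiR-34a, direct or indirect, was not tested otherwise.

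In 85% O2 at P5, limma called 23 probes, and 2 of 35 splits gave as many, so that chance cannot be excluded. The other split, with 1431 called probes, parts the arrays exactly by brightness: the 4 dimmer arrays were 1 of scrambled antimiR and 3 of antimiR-34a. With array brightness as a covariate, 37 probes were called, and 12 of them were among the 23, which argues against brightness as the whole cause and leaves it open for the other 11. Without the filter on dim probes, 4283 probes were called and 4012 of them were higher with antimiR-34a, but 3631 were well above background on none of the 8 arrays compared. These calls are consistent with signal of dim probes near background rather than with expression. On the antimiR-34a arrays, 36466 to 37471 spots were above background, against 38982 to 39711 on the scrambled antimiR arrays (exact two-sided permutation p = 0.0286).

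Probes whose sequence holds the seed match CACTGCC of miR-34a were set against 209 control 7-mers of the same bases, as a test of de-repression of miR-34a targets across the lung. In 85% O2, their mean difference between antimiR-34a and scrambled antimiR, relative to other probes, was 0.05 at P5 (183 probes, exact p = 0.257, percentile 73.2 among the controls) and 0.02 at P14 (199 probes, exact p = 0.371, percentile 84.2). Both are higher than most controls and inside their range. A 60-base probe covers little of a transcript, so that the test leaves open a small de-repression or one in few cells, and it does not measure genes with sites elsewhere.

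On 9 of 32 arrays the weaker of Xist and Ddx3y was well above background too. It was seen on 8 of 9 arrays whose preceding column in the same row held a mouse of the other sex, and on 1 of 23 others (Fisher's exact test, p = 7.4e-06). Its level was 1.78 to 11.8% (median 7.19%) of that on the preceding array. This is consistent with RNA carried over from the array in the preceding column of the same row. A leak between neighbouring arrays of a slide would also act in the other direction, and where only the following array was of the other sex it was seen on 1 of 9 arrays. Signal of the probes from other transcripts is argued against, as Xist ranged over 6.26 log2 units among mice with Ddx3y as the stronger transcript. As each row held mice of one group, such carry-over would not mix the groups compared. It would make arrays of one group more alike, where the tests take them as independent, and p-values could then be too small. Its effect on the p-values was not tested. A mixture of tissue of several mice before the arrays stays open and was not tested.

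Xist was the stronger transcript in 0 of 4 scrambled antimiR and 3 of 4 antimiR-34a mice at P5 in 21% O2, 2 and 2 of 4 at P5 in 85% O2, 3 and 3 of 4 at P14 in 21% O2, and 2 and 3 of 4 at P14 in 85% O2. In 21% O2 at P5, called genes named by fitted change were Spaca3 (lower, limma adjusted p = 7.1e-05, above background on 2 of 4 scrambled antimiR arrays and no antimiR-34a array), Tomm20l (at least 1.44-fold lower, limma adjusted p = 0.0198), Map3k19 (log2 fold change -1.49, limma adjusted p = 0.0231), Lif (higher, limma adjusted p = 0.0447, above background on 3 of 4 scrambled antimiR arrays) and Bdkrb2 (higher, limma adjusted p = 0.0438, above background on 1 of 4). Bounds give no order among them. Lif lost its call in 7 of 8 fits with 1 array left out, Bdkrb2 in 6, Tomm20l in 4, Map3k19 in 3 and Spaca3 in 0. In 21% O2 at P14, the genes with the smallest p were 6720482D04 (at least 2.27-fold higher), Cirbp (log2 fold change -0.69) and Sdf2l1 (0.40), none past the threshold (limma adjusted p = 0.473 for each).

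The tissue lists, compared in 85% O2 by exact two-sided permutation with 10 tests, gave at P5 differences of 0.21 for red blood cells (exact p = 0.629), 0.03 for neutrophils (exact p = 0.914, with a median over genes of -0.03), 0.25 for heart muscle (exact p = 0.600), 0.07 for skeletal muscle (exact p = 0.743) and -0.37 for thymus (exact p = 0.0286, adjusted 0.286, no overlap between the groups, 5 of 8 genes measured and 4 of these lower). At P14 they were 0.34 for red blood cells (exact p = 0.686), -0.14 for heart muscle (adjusted p = 0.914), -0.11 for skeletal muscle (exact p = 0.743) and 0.17 for thymus (exact p = 0.457).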
